# Dissecting the early steps of MLL induced leukaemogenic transformation using a mouse model of AML

**DOI:** 10.1038/s41467-020-15220-0

**Published:** 2020-03-16

**Authors:** Silvia Basilico, Xiaonan Wang, Alison Kennedy, Konstantinos Tzelepis, George Giotopoulos, Sarah J. Kinston, Pedro M. Quiros, Kim Wong, David J. Adams, Larissa S. Carnevalli, Brian J. P. Huntly, George S. Vassiliou, Fernando J. Calero-Nieto, Berthold Göttgens

**Keywords:** Next-generation sequencing, Acute myeloid leukaemia, CRISPR-Cas systems

## Abstract

Leukaemogenic mutations commonly disrupt cellular differentiation and/or enhance proliferation, thus perturbing the regulatory programs that control self-renewal and differentiation of stem and progenitor cells. Translocations involving the *Mll1* (*Kmt2a*) gene generate powerful oncogenic fusion proteins, predominantly affecting infant and paediatric AML and ALL patients. The early stages of leukaemogenic transformation are typically inaccessible from human patients and conventional mouse models. Here, we take advantage of cells conditionally blocked at the multipotent haematopoietic progenitor stage to develop a MLL-r model capturing early cellular and molecular consequences of MLL-ENL expression based on a clear clonal relationship between parental and leukaemic cells. Through a combination of scRNA-seq, ATAC-seq and genome-scale CRISPR-Cas9 screening, we identify pathways and genes likely to drive the early phases of leukaemogenesis. Finally, we demonstrate the broad utility of using matched parental and transformed cells for small molecule inhibitor studies by validating both previously known and other potential therapeutic targets.

## Abstract (web summary)

The oncogene MLL is frequently translocated in leukemia, resulting in oncogenic fusion proteins. Here, the authors report a temporally controlled mouse model of MLL-ENL driven leukemia AND identify therapeutic targets associated with early MLL-ENL driven leukaemogenesis.

## Introduction

Chromosomal rearrangements involving the Mixed Lineage Leukaemia gene (MLL-r) cause more than 70% of infant leukaemias with either myeloid (AML) or lymphoid (ALL) immunophenotype^1,2^. MLL-r also occur in 10% of adult AML cases, and in therapy-related acute leukaemias (t-ALs)^3,4^. Several retroviral and non-retroviral mouse models bearing MLL fusion proteins have advanced our understanding of MLL-fusion-mediated leukaemogenesis. The first retroviral MLL-fusion leukaemia model^5^ employed retroviral transduction into lineage depleted or c-Kit sorted mouse bone marrow haematopoietic stem/progenitor cells (HSPCs) followed by culture in methylcellulose and subsequent injection into immunodeficient mice. A key goal of non-retroviral mouse models has been to achieve fusion gene expression levels representative of the endogenous gene loci involved in the translocation events^6,7^. However, there has been substantial phenotypic variation between the various mouse models.

One of the main causes of inconsistencies comes from the differences in the target cells, where different fluorescence-activated cell sorting (FACS) strategies result in overlapping but not identical populations. The use of two different sorting strategies for HSCs for example resulted in reports that MLL-r can^8^ or cannot^9^ transform the target cells. When assayed at the single-cell level either functionally or by molecular profiling, all conventionally defined haematopoietic stem/progenitor populations display substantial heterogeneity^10–12^. Consequently, the exact nature of the parental cell that has been transformed in any of the traditional retroviral leukaemia models remains ill defined. Studies aiming to decipher the early stages of leukaemic transformation are therefore impeded, and there is no appropriate cell type that can be used as wild-type control to represent the starting cells when testing putative drug candidates. Importantly, the commonly used Lineage negative (Lin^−^, mouse) or CD34 positive (CD34^+^, human) control cells do not address these issues, because these populations are very heterogeneous, and include stem cells but also erythroid, myeloid and lymphoid progenitors^12,13^.

Cell lines that are conditionally blocked at the stage of stem/progenitor and maintain intact differentiation potential represent an attractive approach for deriving defined and reproducible sources of HSPCs. Cell line models requiring cytokines for their in vitro growth have been particularly sought after, as cytokine dependence represents a key aspect of the normal physiology of primary HSPCs^14,15^. The LMPP-like Hoxb8-FL cell line^16^ stands out because of its validated multilineage in vitro and in vivo differentiation capacity. Hoxb8-FL cells carry a glucocorticoid-controlled Hoxb8 transgene, and require Hoxb8 induction as well as externally supplied Flt3 ligand (Flt3L) for in vitro propagation (self-renewal condition). Withdrawal of Hoxb8 coupled with various cytokine combinations allows directed differentiation into both myeloid and lymphoid lineages from a clonally derived precursor cell.

Here we report the development and validation of a mouse model of MLL-ENL-driven AML starting from Hoxb8-FL cells, which recapitulate all key features of bone marrow-derived retroviral AML models both in vitro and in vivo. Unlike previous models, the exact nature of the target cell is known and accessible in our model, allowing for direct comparisons between different stages. We then use this model to identify transcriptional changes during early leukaemogenic transformation using both single-cell RNA-seq (scRNA-seq) and ATAC-seq approaches, followed by genome-wide CRISPR-Cas9 screens to identify genetic vulnerabilities specifically associated with the transformed, but not the parental cells. Integrated data analysis followed by small molecule-based functional validation identifies therapeutic targets including DNA damage response (DDR) and metabolic pathways.

## Results

### Development of a clonal mouse model of MLL-ENL-driven AML

Highly purified HSPC populations are recognised to be heterogeneous^10,17^. Therefore, it is difficult to define a precise wild-type parental control in conventional retroviral transduction leukaemia models. To circumvent this problem, we devised a strategy based on the clonal mouse haematopoietic progenitor cell line Hoxb8-FL^16^. Cells were transduced with either MSCV-MLL-ENL-GFP (henceforth referred as ME-Parental cells) or control MSCV-GFP (henceforth referred as Parental cells) and were serially re-plated in methylcellulose (CFU) in the absence of Flt3L and β-estradiol but in the presence of interleukin-3 (IL-3), interleukin-6 (IL-6), stem cell factor (SCF) and erythropoietin (EPO). This step was followed by liquid culture, first in the presence of IL-3, IL-6 and SCF, then IL-3 and IL-6 and finally IL-3 alone. Leukaemic transforming potential in vivo was assessed by transplantation into lethally irradiated mice (Fig. 1a).

**Fig. 1:**
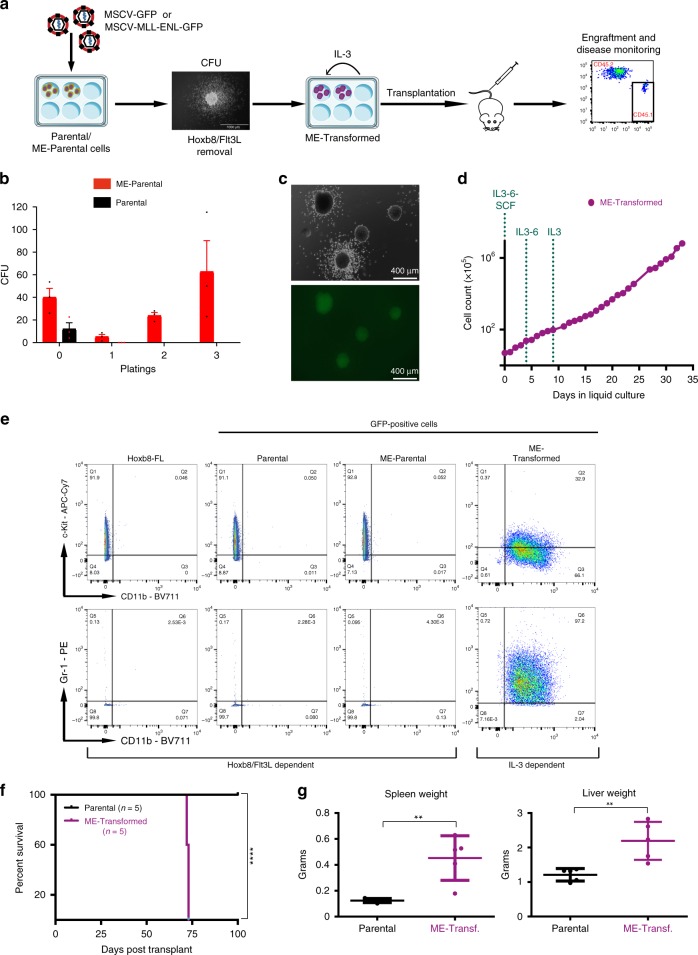
Development of a clonally derived MLL-ENL mouse model. **a** Schematic outline of in vitro and in vivo experimental scheme. Hoxb8-FL cells were transduced with MLL-ENL or empty virus to generate ME-Parental and Parental cells, respectively. When cultured in methylcellulose without Flt3L and estradiol (causing retention of Hoxb8-ER in the cytoplasm), only ME-Parental cells had re-plating capabilities. These cells were transferred to liquid culture supplemented with IL-3, IL-6 and SCF. Sequentially, SCF and IL-6 were removed to obtain ME-Transformed cells able to grow long term in the presence of IL-3. These cells were then tail injected into lethally irradiated mice, followed by close monitoring of engraftment and disease onset. **b** Bar graph showing colony numbers at each round of methylcellulose plating (every 7 days). Mean and SEM are represented. *N* = 3 biologically independent experiments. **c** Colonies generated in methylcellulose by MLL-ENL-transduced Hoxb8-FL cells are characterised by either a compact centre or a compact centre with a halo of differentiating cells (images taken using an EVOS® inverted fluorescence microscope). This experiment was repeated three times with similar results. **d** Growth curve of ME-Transformed cells following dissociation of methylcellulose colonies obtained after three replatings. Cells were kept in liquid culture supplemented with IL-3, IL-6 and SCF for two passages. SCF was removed from the culture for the following two passages, IL-6 was then also removed after two passages and then cells were cultured only with IL-3. **e** Phenotypic characterisation of untransduced (Hoxb8-FL) and transduced (Parental and ME-Parental) cells cultured in the presence of Flt3L and β-estradiol compared to ME-Transformed cells cultured in IL-3-only medium. ME-Transformed cells showed upregulation of myeloid markers CD11b and Gr-1 and downregulation of c-Kit, in contrast to Hoxb8-FL, Parental and ME-Parental cells. **f** Survival curve of mice transplanted with either Parental cells (*n* = 5) or ME-Transformed cells (*n* = 5) (two-sided log-rank Mantel-Cox test. ****p value = 0.0031). **g** Graphs showing difference in spleen (**p = 0.0028) and liver (**p = 0.0052) weight between ME-Transformed and Parental mice. Average of five mice per condition ± SEM, two-tailed unpaired *t* test. Source data are provided as a Source Data file.

Only ME-Parental cells (transduced with the MLL-ENL virus) were able to generate serially re-plating colonies (Fig. 1b) with a morphology that was either compact or compact with a halo of differentiating cells (Fig. 1c), as previously described for conventional bone marrow progenitor transduction experiments^5^. Following three rounds of plating in methylcellulose, MLL-ENL-transduced cells were grown in liquid culture to generate IL-3-dependent cells (hereafter referred to as ME-Transformed) that were maintained for over a month, with continuous exponential growth and a doubling time of 24 h (Fig. 1d). When compared with the wild-type Hoxb8-FL cells, flow cytometric analysis of the ME-Transformed sample showed acquisition of the myeloid surface markers CD11b and Gr-1 and downregulation of c-Kit (Fig. 1e). Of note, ME-Transformed cells did not show expression of CD11c, MHC class II, B220 and F4/80, reminiscent of an immature myeloid differentiation stage (Supplementary Fig. 1a, b).

To validate the generated MLL-ENL model in vivo, we transplanted Parental cells (*n* = 5) or ME-Transformed cells (*n* = 5) into lethally irradiated mice, together with CD45.2 bone marrow donor-derived cells. Development of acute myeloid leukaemia (AML) was monitored via flow cytometry of the peripheral blood. All mice transplanted with the MLL-ENL-transduced cells developed AML within 75 days; while none of the parental mice developed disease up to 100 days after injection (Fig. 1f), confirmed by the absence of GFP^+^ cells in the peripheral blood, spleen and bone marrow (Supplementary Fig. 1c). Characteristic features of AML including splenomegaly and hepatomegaly were only observed in mice transplanted with ME-Transformed cells (Fig. 1g and Supplementary Fig. 1d), consistent with previous reports of bone marrow haematopoietic progenitor cells transduced with MLL-ENL as well as other MLL fusion genes^5,18^.

To further understand the clonal relationship within our model, we characterised GFP+ cells obtained from three different animals at the time of culling using flow cytometry (Supplementary Fig. 1e) and performed exome sequencing of these cells together with Parental and ME-Transformed cells. No additional driver mutations were found in cells obtained from leukaemic animals (Supplementary Data 1). The in vitro and in vivo experiments therefore validate our MLL-ENL-transduced cells as a preleukaemic model for AML, facilitating access to the early stages of transformation and providing authentic parental control cells for molecular and cellular comparisons.

### Leukaemogenic program requires exiting self-renewal conditions

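Hoxb8-FL is a clonal mouse progenitor line that carries a hormone-controlled *Hoxb8* transgene and grows in Flt3L and β-estradiol. Single GFP+ cells were processed with Smart-Seq2, a full-length protocol without unique molecular identifiers, so that the reads of a gene are not independent molecules. The 4 groups of this experiment comprised 47 Parental cells (empty vector), 55 ME-Parental cells (MLL-ENL vector), 32 ME-Transformed cells and 32 MLL-ENL BM cells, the last being bone marrow cells transformed with the same fusion gene and, like ME-Transformed, kept in 10 ng/ml IL-3. The authors aligned the reads to the mouse genome GRCm38 with G-SNAP, and their deposited table holds raw HTSeq counts of 46078 genes. Gene counts per cell ranged from 1693006 to 4184111 (median 2981515) in Parental, from 417783 to 4043557 (median 2538574) in ME-Parental, from 1001158 to 4226319 (median 2339084.5) in ME-Transformed and from 477229 to 3489942 (median 2041357) in MLL-ENL BM. The labels place the Parental cells in batch B2, 9 of the ME-Parental cells in B1 and 46 in B2, and both transformed groups in B1. A later batch, B3, added 85 Parental and 91 ME-Parental cells at day 0. The labels give these B3 cells as IL-3 treated, whereas the paper maps day 0 before cytokine addition, and the paper's assignment was used.
Cells were not treated as replicates. The counts of all cells of a condition in a batch were added, and these batch sums were compared with edgeR's quasi-likelihood test after TMM normalisation, with all 19 sums of the 14 conditions in a single fit. The test covered the 11941 genes with at least 5 CPM (counts scaled to a common total) in at least 2 sums, at a Benjamini-Hochberg adjusted p under 0.1. No label names a culture, so the p-values measure only the spread between batches. The fit pools this spread over conditions, so standard errors and p-values against day 0 cells also draw on the IL-3 day 7 sums. ME-Transformed and MLL-ENL BM each have a single sum, which was assumed to vary like the others, and the 9 ME-Parental cells of B1 are the only link between their batch and day 0. For their calls, values with batch as a replicate block are therefore given as well. Intervals on CPM and shares cover counting error only.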

To investigate the transcriptional consequences of MLL-ENL expression, we sorted single GFP+ Parental, ME-Parental and ME-Transformed cells into 96-well plates for single-cell gene expression analysis (Fig. 2a). Conventional bone marrow progenitors transduced with MLL-ENL (hereafter referred to as MLL-ENL BM)^19^ were included as positive controls. Single Parental and ME-Parental cells were processed for scRNA-seq using the Smart-Seq2 protocol^20^. ME-Transformed and MLL-ENL BM cells cultured in the presence of IL-3 were similarly profiled.

**Fig. 2:**
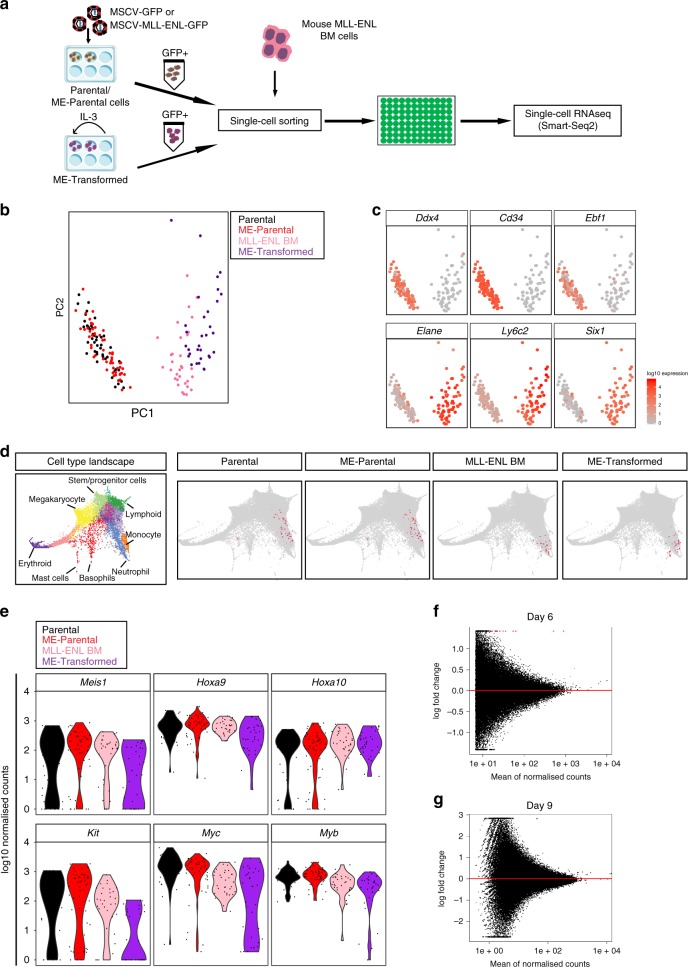
MLL-ENL fusion gene lacks leukaemic transforming ability in Flt3L and β-estradiol culture condition. **a** Outline of experimental strategy. Single cells -Parental and ME-Parental cells cultured in the presence of Flt3L and β-estradiol, ME-Transformed and MLL-ENL BM cells cultured long term in the presence of IL-3- were sorted into 96-well plates and processed for scRNA-seq using Smart-Seq2 protocol. **b** PCA plot based on highly variable genes of 166 cells. Parental (47 cells) and ME-Parental (55 cells) cells are Hoxb8/Flt3L dependent while MLL-ENL BM (32 cells) and ME-Transformed (32 cells) are cultured long term in the presence of IL-3. **c** Expression of selected genes in cells in (**b**). Selected genes are important in defining PC1 component. Top genes are MPP4/LMPP-specific genes; bottom genes represent myeloid and leukaemogenic genes. Cells are coloured according to the expression levels of denoted genes. Colour scheme is based on log10 scale of normalised counts from 0 (grey) to 4 (red). **d** Projection of transcriptomic profiles of Parental, ME-Parental, ME-Transformed and MLL-ENL BM cells onto force-directed graph obtained from single HSPCs. First panel shows the cell type landscape and clustering generated by Dahlin et al.^24^. Following panels show the most similar cells of the landscape to Parental, ME-Parental, ME-Transformed and MLL-ENL BM cells. **e** Violin plots showing expression levels (log10 scale of Normalised counts on *y-*axis) of key leukaemic target genes across Parental, ME-Parental, MLL-ENL BM and ME-Transformed cells. **f**, **g** MA plots showing the comparison between counts obtained at Parental and ME-Parental accessible regions defined via ATAC-seq at day 6 (**f**) or day 9 (**g**) of culture in the presence of β-estradiol and Flt3L. No statistical differences can be detected except for regions corresponding to the transduced MLL-ENL (depicted in red).

Principal component analysis (PCA) separated in the first component cells dependent on Flt3L and β-estradiol from IL-3-dependent transformed cells (Fig. 2b and Supplementary Fig. 2a). 

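On the first principal component, every Parental and ME-Parental cell lay on the opposite side of every ME-Transformed and MLL-ENL BM cell. PC1 was computed on log2(CPM + 1) values of the 1000 most variable genes of the 166 cells and held 23.3% of their variance, against 5.25% for PC2. Parental cells spanned −43.92 to −25.24 (median −37.65) and the ME-Parental cells of B2 −51.73 to −24.41 (median −37.33). ME-Transformed cells lay between 49.25 and 71.86 (median 58.48) and MLL-ENL BM cells between 38.47 and 69.52 (median 57.22). The 9 ME-Parental cells of B1, processed in the batch of the transformed cells, lay between −36.68 and −17.70 (median −25.25), on the side of the other day 0 cells. PC1 also followed the number of genes detected per cell (Pearson r = 0.843 across cells, which are not independent replicates).
Summed by batch and tested against the 5 day 0 sums, ME-Transformed had 1039 genes higher and 356 lower (679 and 234 with batch as a replicate block). For MLL-ENL BM, 724 genes were higher and 493 lower (482 and 378 with the block). By DESeq2 the numbers were 1244 and 915 for ME-Transformed and 903 and 1151 for MLL-ENL BM, and in an edgeR fit of only the compared conditions 770 and 691, and 642 and 861. Which direction has more genes in MLL-ENL BM thus depends on the fit. Day 0 cells are not the source of the MLL-ENL BM line, so its values compare separate cells and not a change from a starting state. Without the Parental day 0 sum of B2 the total for ME-Transformed was 842. For MLL-ENL BM it was 689 without that sum and 778 without the Parental day 0 sum of B3.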

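*Cd34*, *Flt3*, *Ddx4* and *Ebf1* had loadings on the day 0 side of PC1. Of these, *Cd34*, *Ddx4* and *Ebf1* had few or no reads in both transformed lines. Gene lists were not tested on the loadings. Of 18 tested genes of the lymphoid-primed and lymphoid list, fixed with the other lists before the data were examined, 9 were lower and 2 higher in ME-Transformed than in day 0 cells (10 lower and 3 higher adjusted over the list alone, 7 and 1 with batch as a replicate block). In MLL-ENL BM, 9 were lower and 1 higher (12 lower and 2 higher adjusted over the list alone, 7 and 1 with the block). *Ddx4* (ENSMUSG00000021758), a helicase gene best known from germ cells, lies on chromosome 13 of GRCm38 from 112598333 to 112652475. It stood at 175 ± 10.7 normalised CPM (SD, n = 5 sums) at day 0 and at 0.366 in ME-Transformed (log2 fold change −8.88, standard error 1.25, adjusted p = 0.00403, and 0.042 with the block). In MLL-ENL BM it had a single read.
*Cd34* (ENSMUSG00000016494), which encodes a surface sialomucin of stem and progenitor cells, lies on chromosome 1 from 194938819 to 194961279. Its day 0 level was 1550 ± 181 normalised CPM (SD, n = 5), and no read was counted in either transformed line, which sets it at least 49300-fold lower in ME-Transformed and at least 43500-fold lower in MLL-ENL BM, at a floor of 3 counts over the group. The adjusted p of 0.0707 and 0.0812 rose to 0.138 and 0.151 with the replicate block, so the calls rest on the fit without it. *Ebf1* (ENSMUSG00000057098; chromosome 11, 44617317 to 45008091), a transcription factor of B cell commitment, fell from 56.8 ± 4.77 normalised CPM (SD, n = 5) to 0.303 in ME-Transformed (log2 fold change −7.56, standard error 0.81, adjusted p = 0.00133, and 0.0206 with the block) and to 0.0826 in MLL-ENL BM (log2 fold change −9.41, standard error 0.89, adjusted p = 0.0013, and 0.0195 with the block). *Rag2*, of the V(D)J recombinase, and *Dntt*, the terminal transferase of lymphoid progenitors, had no read in ME-Transformed, at least 2700-fold and 3060-fold below day 0. Among PC1 loadings, *Cd34* (−0.1125) ranked first of 1000 genes on the day 0 side, the cytokine receptor gene *Flt3* (−0.088) ranked 3, *Ddx4* (−0.0718) ranked 9 and *Ebf1* (−0.0473) ranked 34.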

Analysis of the genes underlying this separation (PC1 loadings) revealed that Parental and ME-Parental cells expressed genes such as *Ddx4*, *Cd34* and *Ebf1* confirming the mixed lineage potential of Hoxb8-FL cells as described by Redecke et al.^16^. By contrast, both the MLL-ENL BM and ME-Transformed samples, adapted to growth in IL-3, expressed myeloid lineage genes such as the neutrophil lineage marker *Elane*^21^ and the granulocyte marker *Ly6c2* (*Gr-1*)^22^ (Fig. 2c). Moreover, both samples expressed genes previously associated specifically with MLL-mediated leukaemic transformation such as the transcription factor Six1^18,23^.

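*Elane* and *Ly6c2* had the highest PC1 loadings on the side of the transformed cells, with 0.1125 and 0.1017. *Elane* (ENSMUSG00000020125; chromosome 10, 79886247 to 79888215) encodes neutrophil elastase and was at 4.35 ± 3.00 normalised CPM (SD, n = 5) in day 0 cells, 5720 in ME-Transformed and 6460 in MLL-ENL BM. Its log2 fold change was 10.43 in ME-Transformed (standard error 0.78, adjusted p = 4.1e-04, and 0.0107 with batch as a replicate block) and 10.61 in MLL-ENL BM (adjusted p = 6.3e-04, and 0.0115 with the block). *Ly6c2* (ENSMUSG00000022584; chromosome 15, 75108158 to 75111970), a Ly6 surface antigen gene that shares sequence with *Ly6c1* so that reads may be split between them, was at 2.37 ± 1.38 (SD, n = 5) at day 0, 9620 in ME-Transformed and 998 in MLL-ENL BM. Its log2 fold changes were 11.94 (standard error 1.80, adjusted p = 0.00547, and 0.0709 with the block) and 8.68 (standard error 1.62, adjusted p = 0.0178, and 0.0986 with the block).
Of 8 late neutrophil granule genes, 7 were higher in ME-Transformed and none was lower (7 adjusted over the list alone, 5 with the block). In MLL-ENL BM, 6 were higher and 1 was lower (6 and 1 adjusted over the list alone, 5 and 0 with the block). Of 15 primary granule genes, 4 were higher and 3 lower in ME-Transformed (5 and 3 adjusted over the list alone, 2 and 3 with the block), and 6 were higher and 2 lower in MLL-ENL BM (9 and 2 adjusted over the list alone, 1 and 2 with the block). *Mpo*, the myeloperoxidase of these granules, parted the lines. *Mpo* fell from 529 ± 238 normalised CPM (SD, n = 5) at day 0 to 11.8 in ME-Transformed (log2 fold change −5.51, standard error 0.93, adjusted p = 0.00926, and 0.0238 with the block). In MLL-ENL BM it was higher, at 7260 (log2 fold change 3.76, standard error 0.52, adjusted p = 0.00548), a call lost with the block (adjusted p = 0.105). Of 20 monocyte and macrophage genes, 10 rose and 1 fell in ME-Transformed (13 and 1 adjusted over the list alone, 9 and 1 with the block), while 2 rose and 2 fell in MLL-ENL BM (3 and 2 adjusted over the list alone, 1 and 2 with the block).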

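Taken as a list, MLL fusion targets and Hoxa cofactors moved both ways in the transformed lines against day 0 cells. Of 19 tested members, 2 were higher and 2 lower in ME-Transformed (2 and 3 adjusted over the list alone, 0 and 2 with batch as a replicate block), and 1 was higher and 5 were lower in MLL-ENL BM (1 and 5 adjusted over the list alone, 0 and 4 with the block). *Flt3*, the receptor of Flt3L and a member of this list, was at 360 ± 54.0 normalised CPM (SD, n = 5) in day 0 cells and had 5 reads in ME-Transformed (adjusted p = 0.0392, and 0.0791 with the block).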

To identify the likely counterparts in normal haematopoiesis for the four populations profiled here, we projected the single-cell transcriptomes onto a force-directed graph representation of over 40,000 published single transcriptomes from normal bone marrow HSPCs^24^ (Fig. 2d). Serving as an important positive control in this analysis, the Parental and ME-Parental cells cultured in Flt3L and β-estradiol mapped to the region that contained lymphoid and myeloid progenitors, consistent with their multipotent progenitor identity. In contrast, many of the MLL-ENL BM and ME-Transformed cells cultured in IL-3 mapped to more mature cells, clustering within the neutrophil and more mature monocytic branches of the single-cell transcriptional landscape.

The most surprising observation was the similarity of the Parental with the ME-Parental cells (as evidenced by PCA analysis and projections onto the HSPC landscape), suggesting that overexpression of MLL-ENL alone in the Hoxb8-FL cells is not sufficient to initiate a leukaemogenic transcriptional program. 

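Before cytokine change, Parental and ME-Parental cells had like levels of the genes that define their state. Their ranges on PC1 overlapped, as given above. *Ddx4* was at 181 ± 1.12 normalised CPM in ME-Parental (SD, n = 3 sums) and 165 ± 11.7 in Parental (SD, n = 2), a log2 fold change of 0.14 (standard error 0.59). *Cd34* was at 1460 ± 186 and 1680 ± 3.03 (log2 fold change −0.21, standard error 1.61), and *Ebf1* at 53.8 ± 3.31 and 61.1 ± 2.33 (log2 fold change −0.18, standard error 0.40). *Npm1*, a nucleolar chaperone gene that is often mutated in AML, was at 595 ± 31.9 and 586 ± 32.8 (log2 fold change 0.02, standard error 0.21). For 3 primary granule genes the difference was smaller than its standard error. *Mpo* was at 466 ± 305 and 624 ± 101 (log2 fold change −0.42, standard error 0.52), *Prtn3*, which encodes proteinase 3, at 464 ± 147 and 578 ± 177 (log2 fold change −0.32, standard error 0.46), and *Elane* at 4.97 ± 4.04 and 3.41 ± 0.631 (log2 fold change 0.56, standard error 0.66). None of these 7 genes passed the test (adjusted p = 1 for each). Their standard errors come from the pooled fit and so hold the spread of the IL-3 day 7 sums as well. Between batches, chi-square per degree of freedom was 1263.6 in ME-Parental and 1623.2 in Parental cells at day 7 of IL-3. Between day 0 sums it was 140.2 to 405.9. A fit of only the compared conditions called 0 of 10251 genes at day 0. Of 8 late neutrophil granule genes, 7 lay above 0, with a median log2 fold change of 1.04 (1.16 with batch as a replicate block), and 0 passed.
From the similarity of the 2 groups, which it reads from the PCA and from their projection onto a landscape of normal progenitors, the paper proposes that overexpression of MLL-ENL alone is not sufficient to start a leukaemogenic program in Hoxb8-FL cells. The landscape was not used here.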

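*Hoxa9*, *Meis1*, *Myb* and *Myc* were read in each of the 4 cell types, and no difference between a transformed line and the day 0 cells passed the test for any of them. *Hoxa9* (ENSMUSG00000038227; chromosome 6, 52223100 to 52231089), a homeobox gene held active by MLL fusions, was at 243 ± 9.32 normalised CPM in Parental (SD, n = 2 sums), 239 ± 35.1 in ME-Parental (SD, n = 3), 169 in ME-Transformed and 253 in MLL-ENL BM (1 sum each). Against all day 0 cells its log2 fold change was −0.51 (standard error 0.30, adjusted p = 0.41) and 0.08 (adjusted p = 0.926). *Meis1* (ENSMUSG00000020160; chromosome 11, 18879817 to 19018985), the partner of *Hoxa9* on DNA, was at 47.7 ± 0.0132, 81.1 ± 14.7, 21.1 and 52.7 in the same order, with log2 fold changes of −1.56 (standard error 1.42, adjusted p = 0.618) and −0.23 (adjusted p = 0.953) in the transformed lines.
*Myb* (ENSMUSG00000019982; chromosome 10, 21124935 to 21160984), a transcription factor of progenitor growth, was at 253 ± 22.3 in Parental, 279 ± 34.5 in ME-Parental, 130 in ME-Transformed and 176 in MLL-ENL BM. Its log2 fold changes were −1.03 (standard error 0.72, adjusted p = 0.498) and −0.59 (adjusted p = 0.729). *Myc* (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374), a driver of cell growth, was at 467 ± 261 in Parental and 348 ± 135 in ME-Parental. It was at 231 in MLL-ENL BM and lower still in ME-Transformed. Neither line passed the test against day 0 cells (adjusted p = 0.429 in ME-Transformed and 0.556 in MLL-ENL BM), and with batch as a replicate block the log2 fold changes were −0.90 (adjusted p = 0.236) and −0.69 (adjusted p = 0.354). Between ME-Parental and Parental, the log2 fold changes were −0.03 for *Hoxa9* (standard error 0.24), 0.77 for *Meis1* (standard error 1.07), 0.14 for *Myb* (standard error 0.56) and −0.42 for *Myc* (standard error 0.47), each with an adjusted p of 1.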

All four cell types studied here express key genes reported to be involved in MLL fusion-driven transformation (*Meis1* and *Hoxa9*)^25^ and genes involved in proliferation and myeloid cell differentiation (*Myb* and *Myc*)^26,27^ (Fig. 2e). To investigate further any potential impact of MLL-ENL expression on the Hoxb8-FL cells cultured in Flt3L and β-estradiol, we compared the transcriptional profile of ME-Parental cells to Parental cells. We found that both cell types are very homogenous and could not detect significant differences at the transcriptomic level between them (Supplementary Fig. 2b). 

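No gene passed the test between ME-Parental and Parental cells in Flt3L and β-estradiol. Of 11941 genes, edgeR called 0 higher and 0 lower, with 133 at an unadjusted p under 0.05. The same test with batch as a replicate block called 0 (160 unadjusted) and limma-voom called 0 (418 unadjusted). DESeq2's Wald test on the same sums called 35 higher and 15 lower, and edgeR without the filter on low counts called 4 higher and 6 lower among 32475 genes. Each of the gene lists, among them MLL fusion targets, primary granule genes and mitotic genes, had 0 members called, also when adjusted over the list alone. In the MLL fusion target list, 15 of 19 tested members lay above 0 and the median log2 fold change was 0.22 (0.04 with the block). *Itgam*, which encodes CD11b, stood at 11.6 ± 6.31 normalised CPM in ME-Parental (SD, n = 3) and 1.95 ± 0.906 in Parental (SD, n = 2), a log2 fold change of 2.58 (standard error 0.64) that did not pass (adjusted p = 1).
Tested on simulated sums of this comparison, the fit recovered 90 of 100 genes changed 64-fold and 36 of 100 changed 4-fold. Changes of the smaller size can thus be missed with 3 sums against 2. Of its 140 calls, 14 were unchanged genes. Both sets were changed in the same simulation, and many changed genes make the adjusted p easier to pass. Where few genes change, recovery could be lower, which was not tested.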

We also examined the chromatin structure of ME-Parental cells in comparison to the Parental cells using ATAC-seq^28^ given that MLL is recognised as an “epigenetic regulator” that can influence chromatin state. Three pools of 50,000 GFP+ cells were analysed at 6 and 9 days post transduction. Visual inspection of key MLL leukaemia-associated gene loci showed no significant differences in chromatin accessibility profiles at either time point (Supplementary Fig. 2c). Moreover, following peak calling, comparison of the coverage at all regions called as a peak in either Parental or ME-Parental samples showed no statistical differences at either day 6 or day 9 post infection (Fig. 2f, g) and displayed a similar genome-wide distribution (Supplementary Fig. 2d). Taken together, our results show that MLL-ENL can induce a leukaemic transcriptional program in Hoxb8-FL cells, but only if the cells are taken out of their Flt3L and β-estradiol self-renewal culture condition, reminiscent of previous studies showing that MLL-ENL did not induce AML in mice when transduced into highly purified HSCs^9^ and MLL-AF9 did not cause AML in either HSCs or CMPs when myeloid differentiation was compromised by *C/EBPα* deletion^29^.

### Defects in cytokine-induced differentiation caused by MLL-ENL

Previous studies indicated that AML development in the murine MLL-AF9 model required myeloid differentiation^29^. To capture early impacts of MLL-ENL on myeloid differentiation, we took Parental and ME-Parental cells out of the Flt3L and β-estradiol self-renewal conditions, and exposed them to one of three myeloid differentiation cytokines: IL-3, GM-CSF or Flt3L (Fig. 3a). Myeloid differentiation was assessed before cytokine addition (day 0) and after 4 and 7 days of stimulation (Fig. 3b and Supplementary Fig. 3a). Of note, all three cytokines resulted in downregulation of c-Kit expression consistent with loss of the immature LMPP-like phenotype of Hoxb8-FL (Fig. 3b).

**Fig. 3:**
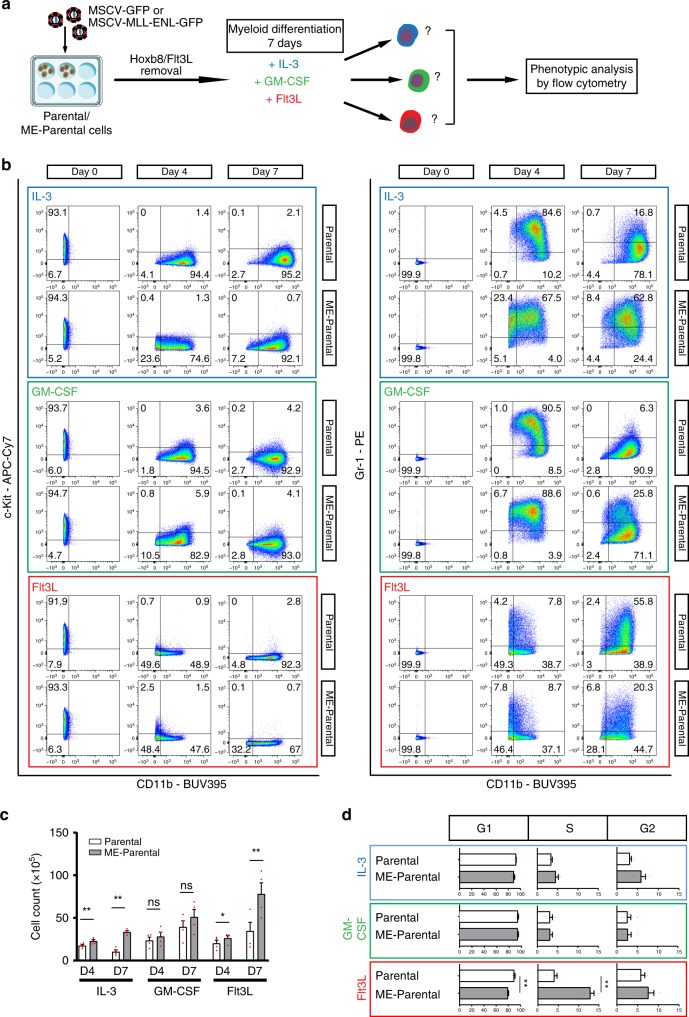
The MLL-ENL fusion gene delays CD11b expression. **a** Schematic diagram representing the outline of in vitro myeloid differentiation using IL-3, GM-CSF and Flt3L. ME-Parental and Parental cells were obtained by transduction of Hoxb8-FL cells with either MLL-ENL or empty vector control, respectively. After removal of Flt3L and β-estradiol, Parental and ME-Parental cells were differentiated in the presence of either IL-3, GM-CSF or Flt3L. Cultures were then analysed by flow cytometry after 4 and 7 days of differentiation taking the initial culture (day 0) as reference. **b** Phenotypic analysis by flow cytometry of Parental and ME-Parental samples after culturing in presence of either IL-3, GM-CSF or Flt3L. Data were acquired after 4 and 7 days of differentiation. Day 0 represents cells before treatment (in Flt3L and β-estradiol culture condition). Representative plots of three (*N* = 3) biologically independent experiments are shown together with mean values for each gate. **c** Bar charts representing cell counts following 4 and 7 days of differentiation in either IL-3, GM-CSF or Flt3L for Parental and ME-Parental cells. Values are expressed as mean ± SEM. *N* = 4 biologically independent experiments. Statistics were determined by two-tailed paired *t* test. *P* values for each comparison (from left to right): 0.01, 0.001, 0.0983, 0.1627, 0.0296 and 0.0075, denoted as *p < 0.05; **p ≤ 0.01. **d** Cell cycle analysis by flow cytometry of Parental and ME-Parental cells after 7 days of myeloid differentiation. Values are expressed as mean ± SEM. *N* = 4 biologically independent experiments. Statistics were determined by two-tailed paired *t* test. Only statistically significant differences are labelled; *p* values are 0.0080 and 0.0033 for Flt3L G1 and Flt3L S, respectively, both denoted as **. Source data are provided as a Source Data file.

Effects of MLL-ENL expression on myeloid maturation were already evident at day 4 for the IL-3 or GM-CSF treatments, and then also for Flt3L at day 7. An overall delay of myeloid differentiation was apparent, since ME-Parental cells were CD11b^−/low^ in IL-3 or GM-CSF at day 4 and in Flt3L at day 7, whilst the majority of the Parental cells were CD11b^high^ at the same time points. By day 7, the difference in myeloid maturation of ME-Parental cells compared to Parental was particularly large for both the IL-3 and GM-CSF treatments (Supplementary Fig. 3b). Following IL-3 exposure, 62.8% of MLL-ENL cells displayed a granulocyte phenotype being CD11b^low^ Gr-1^+^, with reduced levels of antigen-presenting cell markers (CD11c, MHC II and B220) and the macrophage marker F4/80 (Supplementary Fig. 3a). Parental cells, on the other hand, generated a mixture of more mature cells, such as macrophages (CD11b^+^ Gr-1^−^ MHCII^+^ CD11c^+^ B220^+^ F4/80^+^) and dendritic cells (CD11b^+^ Gr-1^−^ MHCII^+^ CD11c^+^ B220^−^ F4/80^+/−^) (Fig. 3b and Supplementary Fig. 3a). A similar cell progeny was generated in the presence of GM-CSF. However, the MLL-ENL-derived granulocyte population obtained in the presence of GM-CSF was much smaller than in the presence of IL-3, accounting for only 26% of the total cells (Fig. 3b and Supplementary Fig. 3b). Finally, Flt3L stimulation, previously reported to drive dendritic cell (DC) maturation^16,30,31^, showed a consistent reduction of Cd11b and Gr-1 expression when compared to Parental-derived cells (Fig. 3b and Supplementary Fig. 3b).

We also assessed cell proliferation during a 7-day time course of myeloid differentiation. For IL-3 and Flt3L differentiation conditions, ME-Parental cells displayed a statistically significant increase in cell numbers compared to the Parental samples (Fig. 3c). This observation is consistent with the phenotypic analysis above given the known reduction in proliferation in mature myeloid cells. Cell cycle promotion by MLL-ENL was also confirmed by flow cytometry, which revealed a trend in the decrease in G1 and an increase in S and G2 phase, evident in the IL-3 and Flt3L treatments (Fig. 3d and Supplementary Fig. 3c). Taken together, induction of myeloid differentiation reveals early cellular consequences of MLL-ENL expression culminating in reduced terminal myeloid differentiation and increased cell proliferation.

### Early molecular changes during MLL-ENL transformation

Having defined early cellular consequences of MLL-ENL expression following the induction of myeloid differentiation, we next explored the corresponding molecular changes. Given the strong phenotype observed after 7 days of differentiation, we performed scRNA-Seq on Parental and ME-Parental cells following 7 days of differentiation in IL-3, GM-CSF and Flt3L together with ME-Transformed and MLL-ENL BM cells (Supplementary Fig. 4a, b). 

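For differentiation, cells were washed free of Flt3L and β-estradiol and placed in 10 ng/ml IL-3, 7 ng/ml GM-CSF or Flt3L without β-estradiol. Batch B2 held, at day 7, 37 Parental and 42 ME-Parental cells in IL-3, 48 and 46 cells in GM-CSF, and 16 and 47 cells in Flt3L. IL-3 at day 7 was repeated in B3, with 66 Parental and 62 ME-Parental cells, so that IL-3 has 2 batch sums per genotype and the other cytokines 1. Gene counts per Parental cell in IL-3 ranged from 513601 to 5333605 (median 3147157) in B2 and from 216239 to 2539346 (median 952631.5) in B3. For ME-Parental they ranged from 1926228 to 5220542 (median 3508420.5) and from 126687 to 1334060 (median 544577.5). In GM-CSF the median was 2327219.5 in Parental (493061 to 3353711) and 2172468 in ME-Parental (857901 to 3426547). In Flt3L it was 2557730 (1553324 to 4340915) and 2649431 (1587466 to 4191570).
Parental and ME-Parental cells in IL-3 were compared as batch sums with the edgeR fit given above. GM-CSF and Flt3L groups, with a single sum each, have no replicate check, and their values are CPM of the summed counts with exact Poisson intervals. The labels divide the 42 ME-Parental cells of B2 into 20 MLL-ENL1 and 22 MLL-ENL2 cells. As the authors drew this division from the same transcriptomes, values of these groups are given without a test.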

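By mean profile, ME-Parental cells in IL-3 came closest to ME-Transformed in both batches. For MLL-ENL BM this held clearly in B2 only. Over the 2000 most variable genes, the mean profile of ME-Parental cells in IL-3 had a Pearson correlation of 0.737 with ME-Transformed in B2 and 0.634 in B3, against 0.477 in Flt3L and 0.400 in GM-CSF. With MLL-ENL BM the correlations were 0.603 and 0.417 in IL-3, 0.410 in Flt3L and 0.318 in GM-CSF. Parental cells in IL-3 stood at 0.449 and 0.510 against ME-Transformed, in Flt3L at 0.367 and in GM-CSF at 0.268. These are correlations across genes, which are not independent replicates. By single cells, 20 of 42 ME-Parental cells in IL-3 in B2 (47.6%, exact 95% interval 32.0 to 63.6) were nearer to ME-Transformed than to the Parental cells of their own cytokine. The number was 7 of 62 (11.3%, 4.66 to 21.9) in IL-3 in B3, 4 of 46 (8.70%, 2.42 to 20.8) in GM-CSF and 3 of 47 (6.38%, 1.34 to 17.5) in Flt3L. The shares in B3 IL-3, GM-CSF and Flt3L lie within each other's intervals. Nearer to MLL-ENL BM were 19 of 42 cells in B2 IL-3, 6 of 62 in B3 IL-3, 4 of 46 in GM-CSF and 3 of 47 in Flt3L. Of Parental cells, 0 of 37 in B2 IL-3, 0 of 66 in B3 IL-3, 0 of 48 in GM-CSF and 0 of 16 in Flt3L were nearer, which allows shares up to 9.49%, 5.44%, 7.40% and 20.6%.
The genes read at day 7 differed between GM-CSF and Flt3L. In GM-CSF, *Elane* was at 774 CPM (95% interval 769 to 779) in ME-Parental and 0.277 (0.187 to 0.395) in Parental, and *Ngp*, a secondary granule gene, at 1470 (1460 to 1480) and 0.415 (0.303 to 0.556). *Cd74*, the invariant chain of MHC class II, was at 19500 CPM (19400 to 19500) in ME-Parental cells and at 20600 in Parental. These are sums over all cells of a group, so they do not show whether single cells carried both *Elane* and *Cd74*. In Flt3L, *Elane* was at 1.58 CPM (1.38 to 1.82) in ME-Parental and 0.538 (0.337 to 0.815) in Parental, while *Siglech*, a marker of plasmacytoid dendritic cells, was at 1820 (1810 to 1820) and 590 (582 to 597). *Hoxa9* was at 125 CPM (123 to 127) in ME-Parental cells in Flt3L and at 40.4 (39.2 to 41.7) in GM-CSF, with 3 reads in all 16 Parental cells in Flt3L and 0.323 CPM (0.225 to 0.449) in GM-CSF.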

IL-3 was the most effective cytokine to produce cells similar to ME-Transformed and MLL-ENL BM cells. We therefore concentrated our analysis on IL-3-differentiated ME-Parental and Parental cells (Fig. 4a). Cells were first stained with myeloid differentiation surface markers (Fig. 3b and Supplementary Fig. 3b), then GFP + ME-Parental and Parental single cells were sorted and processed using the Smart-seq2 protocol. PCA of the single-cell transcriptomes revealed two MLL-ENL sub-populations (hereafter referred to as MLL-ENL 1 and 2) (Fig. 4b and Supplementary Fig. 4c). 

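Along PC1 of the 79 IL-3 cells of B2, the 20 MLL-ENL1 cells stood clear of the 22 MLL-ENL2 cells, which in turn lay next to and partly among the 37 Parental cells. PC1, again from 1000 variable genes, held 16.7% of the variance and PC2 6.28%. MLL-ENL1 cells spanned 31.72 to 89.58 (median 71.84), MLL-ENL2 cells −30.32 to 13.79 (median −9.29) and Parental cells −48.73 to −1.02 (median −32.77). *Elane* had the highest loading on the MLL-ENL1 side (0.0918), and *Cd74* ranked 5 on the other side (−0.0751). Gene counts per cell ranged from 2482846 to 5220542 (median 3787976.5) in MLL-ENL1 and from 1926228 to 4205819 (median 3323901) in MLL-ENL2. PC1 rose with the number of genes detected per cell (Pearson r = 0.732 across cells). The positions describe cells of a single batch, and the groups were defined from them, so that their separation carries no test.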

Of note, there was a trend towards higher expression of the transgene in MLL-ENL1 cells compared to MLL-ENL2 cells, although it did not reach statistical significance (*p* value > 0.05), as shown in Fig. 4c. These two populations most likely reflect heterogeneity in the response to the initial change of conditions, as opposed to the more homogenous nature of ME-Transformed cells, which have been cultured in IL-3 long-term (Fig. 2b).

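The mixed nature of ME-Parental cells at day 7 was seen gene by gene within B2. *Elane* was at 4360 CPM (95% interval 4350 to 4380) in MLL-ENL1 and 38.5 (37.1 to 40.0) in MLL-ENL2, and *Mki67*, a marker of dividing cells, at 344 and 34.9 CPM. *Cd74* went the other way, with 223 CPM (220 to 227) in MLL-ENL1 and 10500 in MLL-ENL2. Other genes were shared: *Meis1* was at 23.8 and 23.5 CPM and *Kit*, the stem cell factor receptor gene, at 32.5 and 30.2. *Ly6c2* was at 5630 and 6010 CPM.
The paper proposes that the 2 sub-populations most likely reflect a mixed response to the change of conditions, and sets against it the more uniform ME-Transformed cells kept in IL-3 for a long time.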

**Fig. 4:**
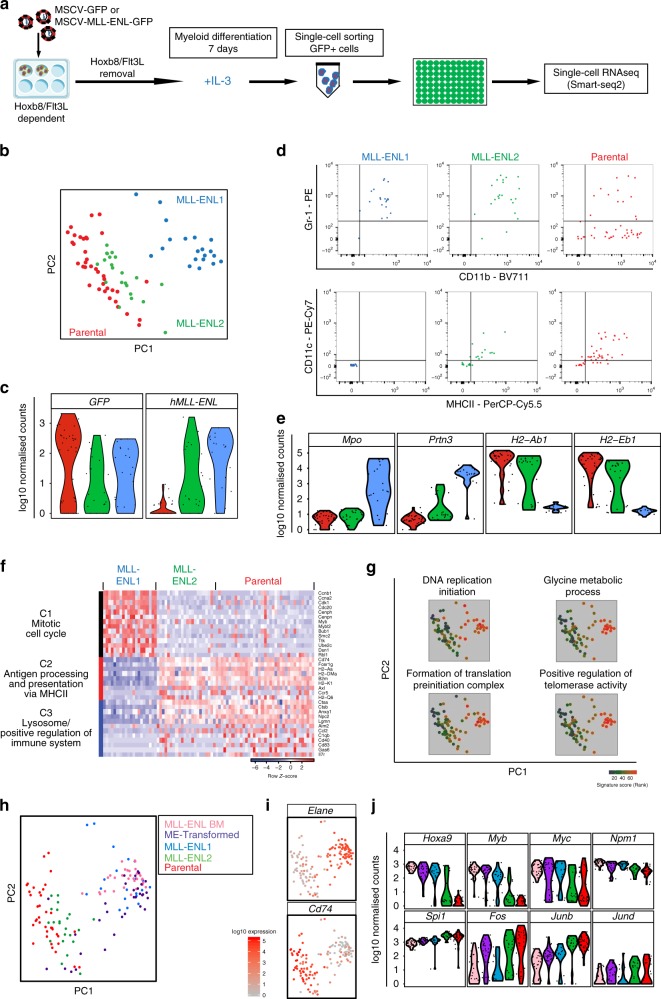
IL-3 stimulation captures early events of MLL-ENL leukaemic transformation. **a** Schematic diagram of in vitro IL-3 scRNAseq. Parental and ME-Parental cells, after Flt3L and β-estradiol removal, were cultured with IL-3 for 7 days, then single GFP + cells were sorted and processed using Smart-Seq2. **b** PCA plot based on highly variable genes of Parental (37 cells) and ME-Parental (42 cells) cells differentiated in IL-3 for 7 days. ME-Parental cells were subdivided into MLL-ENL1 (20 cells) and MLL-ENL2 (22 cells) according to their similarity to Parental differentiated cells. **c** Violin plots showing distribution and expression (log10 scale of normalised counts) of GFP and hMLL-ENL genes across IL-3 differentiated Parental (red), MLL-ENL1 (blue) and MLL-ENL2 (green) samples. **d** Flow cytometry levels of CD11b, Gr-1 and MHCII for cells analysed by scRNA-Seq in panel (**b**) obtained by index sort. **e** Violin plots showing distribution and expression of granulocyte genes (*Mpo* and *Prtn3*) and antigen-presenting cell markers (*H2-Ab1* and *H2-Eb1*) across IL-3 differentiated samples analysed in panel (**b**). **f** Heat map showing the top GO categories defined by GSEA by *Z*-score transformed expression of the most differentially expressed genes specific for each GO category: C1, “Mitotic cell cycle” (adjusted *p* value = 3.49E-21); C2 “Antigen processing and presentation via MHCII” (adjusted *p* value = 6.65E-13); C3 “Lysosome/Positive regulation of immune system” (adjusted *p* values = 7.78E-06 and 2.37E-05, respectively). **g** GO annotation based on the PCA plot using FastProject^39^ (significance score of GO terms with red as the highest and green as the lowest). **h** PCA based on highly variable genes including IL-3 differentiated cells (Parental, MLL-ENL1 and MLL-ENL2) and cells cultured long term in IL-3 (ME-Transformed and MLL-ENL BM). **i** Expression of selected genes in cells in panel (**h**). Selected genes (*Elane*, *Cd74*) are important in defining PC1 component. Cells are coloured according to the expression levels of denoted genes (log10 scale of normalised counts from 0 (grey) to 5 (red)). **j** Violin plots showing distribution and expression of known MLL-fusion target genes (top genes) and regulators of myeloid differentiation (bottom genes) across all samples analysed in panel (**h**).

Retrospective analysis of index sort data (Fig. 4d and Supplementary Fig. 4d) showed that the majority of MLL-ENL2 and Parental cells resembled conventional DCs (MHCII^+^ CD11c^+^ B220^−^F4/80^+^ CD11b^+^ Gr-1^+^)^16^ and a few resembled macrophages (MHCII^+^ CD11c^+^ B220^+^ F4/80^+^ CD11b^+^ Gr-1^+^)^32,33^, while the MLL-ENL1 sub-population was made up of cells displaying a granulocytic phenotype (CD11b^low^ and Gr-1^+^). Differential expression analysis confirmed the phenotypic characterisation identified via flow cytometry, since the MLL-ENL1 population showed elevated expression of the neutrophil-related genes *Mpo* and *Prtn3*^34–36^ with low expression of MHC class II genes such as *H2-Ab1* and *H2-Eb1*, known to be expressed on the surface of DCs and macrophages^37,38^ (Fig. 4e).

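MLL-ENL1 cells carried the transcripts of neutrophil granules and few of MHC class II. MLL-ENL2 cells stood between them and the Parental cells of B2 in both. *Mpo* (ENSMUSG00000009350; chromosome 11, 87793581 to 87804413) was at 3840 CPM in MLL-ENL1, 2.56 in MLL-ENL2 and 1.48 in Parental, a log2 ratio of MLL-ENL1 to Parental of 11.34 (95% interval 11.12 to 11.57). *Prtn3* (ENSMUSG00000057729; chromosome 10, 79874476 to 79883174) was at 2330, 47.0 and 1.08 CPM (log2 ratio 11.08, 10.82 to 11.35). *H2-Ab1* (ENSMUSG00000073421; chromosome 17, 34257689 to 34269419), a beta chain of MHC class II, was at 11.8 CPM in MLL-ENL1, 6610 in MLL-ENL2 and 14800 in Parental (log2 ratio −10.30, −10.40 to −10.20). *H2-Eb1* (ENSMUSG00000060586; chromosome 17, 34305867 to 34316674) was at 6.31, 3230 and 8900 CPM (log2 ratio −10.46, −10.59 to −10.33). The largest ratios included *S100a9*, which encodes a calprotectin subunit of neutrophils, at 727 against 0.0883 CPM (log2 ratio 13.01, 12.13 to 14.07), and *C1qb*, a complement gene of macrophages, at 0.256 against 765 (−11.54, −12.28 to −10.90). By totals, the median log2 ratio of all genes was 0.591 between MLL-ENL1 and Parental, and by DESeq2 size factors 0.025, so that ratios can be read relative to that shift.
Taken whole and over both batches, ME-Parental cells differed from Parental cells in 107 genes after 7 days of IL-3, 99 of them higher and 8 lower (1376 at an unadjusted p under 0.05, and 66 higher and 4 lower with batch as a replicate block). Number and direction depended on the fit, with 10 higher and 0 lower in edgeR on only the compared conditions, 22 and 23 by limma-voom and 612 and 231 by DESeq2. Of 15 primary granule genes, 8 were higher and none lower (10 adjusted over the list alone, 7 with the block), and of 8 late neutrophil granule genes 5 were higher and none lower (7 adjusted over the list alone, 4 with the block). *Mpo* was at 1310 ± 519 normalised CPM in ME-Parental and 1.69 ± 0.0549 in Parental (SD, n = 2 sums each), a log2 fold change of 9.60 (standard error 0.83, adjusted p = 0.00535). *Prtn3* was at 802 ± 326 and 2.11 ± 1.21 (log2 fold change 8.59, standard error 0.70, adjusted p = 0.00412). *Ctsg*, which encodes cathepsin G, was at 958 ± 302 and 3.79 ± 4.12 (log2 fold change 7.97, adjusted p = 0.0193). *H2-Ab1* did not pass (2410 ± 532 and 9090 ± 11500, log2 fold change −1.91, adjusted p = 0.637). In Parental cells it was at 14800 CPM in B2 and 574 in B3, and none of 12 MHC class II genes passed in edgeR (0 adjusted over the list alone and with the block). Leaving out the B2 sum of ME-Parental gave 57 genes, its B3 sum 324, and the B3 sum of Parental 287.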

To define the early molecular changes associated with MLL-ENL expression, pairwise differential expression analysis was performed among MLL-ENL1, MLL-ENL2 and Parental samples (Supplementary Data 2). Genes included for further analysis were selected according to the following parameters: FDR < 0.1 and base mean expression value for each gene larger than 30. Unsupervised hierarchical clustering identified three different gene clusters (Fig. 4f). Genes in cluster 1 (C1), which included mitotic cell cycle genes, were higher expressed in the MLL-ENL1 population. 

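Mitotic genes were higher in MLL-ENL1 than in either other group, with no exception among the 22 measured. Their median log2 ratio to Parental was 3.84 in MLL-ENL1, and that of the 18 measured between MLL-ENL2 and Parental was −0.98. *Kif20a* (ENSMUSG00000003779; chromosome 18, 34624613 to 34633277), a kinesin of cytokinesis, was at 202 CPM in MLL-ENL1, 3.22 in MLL-ENL2 and 0.185 in Parental, a log2 ratio of MLL-ENL1 to Parental of 10.09 (95% interval 9.48 to 10.78). *Ccnb1* (ENSMUSG00000041431; chromosome 13, 100778650 to 100786570), which encodes cyclin B1, was at 172, 2.47 and 1.66 CPM (log2 ratio 6.70, 6.49 to 6.91), and *Cdc20*, an activator of the anaphase-promoting complex, at 586, 9.08 and 12.7 (log2 ratio 5.53, 5.46 to 5.61). With DESeq2 size factors in place of totals, the median in MLL-ENL1 was 3.27. Over both batches, where MLL-ENL1 and MLL-ENL2 are not parted, all 22 mitotic genes lay above 0 in ME-Parental against Parental (median log2 fold change 1.77), and edgeR called 0 of them (4 adjusted over the list alone, 0 with batch as a replicate block).

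**Figure D1:**
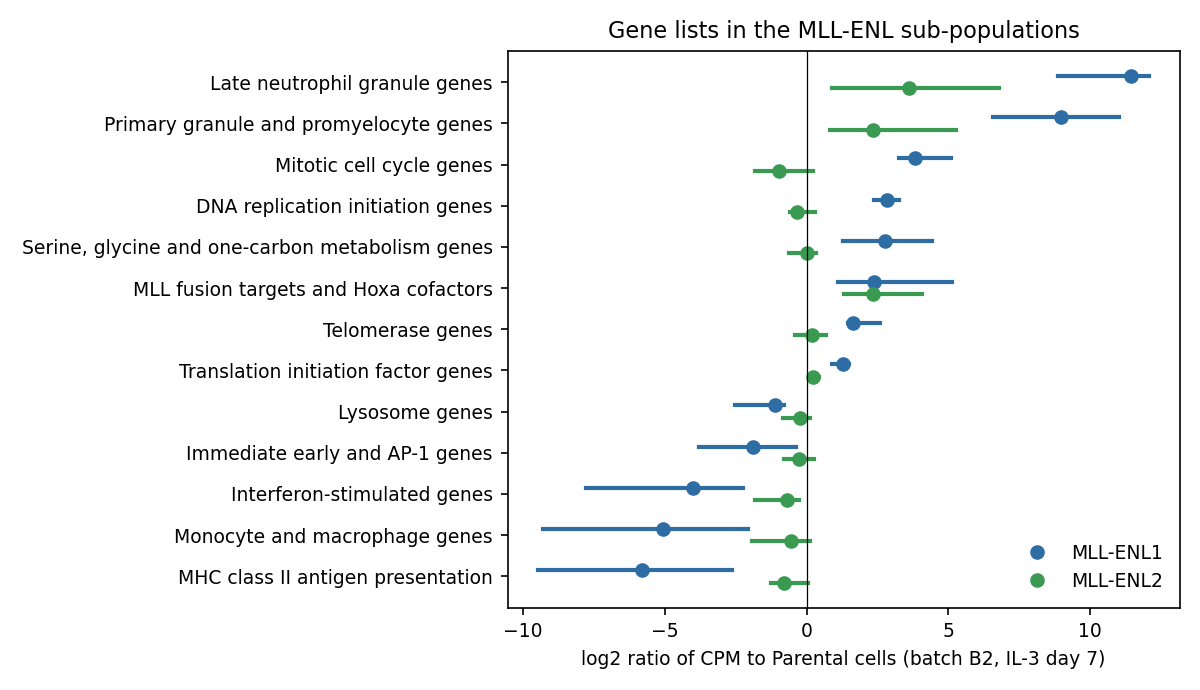
Median log2 ratio of CPM to Parental cells in IL-3 at day 7 of batch B2 (horizontal axis) for 13 gene lists (vertical axis), in MLL-ENL1 (blue) and MLL-ENL2 (green). Points are medians over the genes of a list measured in each comparison, whose number can differ between the groups (22 and 18 mitotic genes), and bars span the quartiles, so the bars show spread between genes, not replicate error. The mitotic list sits at 3.84 in MLL-ENL1 and −0.98 in MLL-ENL2, and the MHC class II list at −5.81 and −0.80.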

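Against Parental cells of B2, genes of antigen presentation, interferon response and macrophages had lower medians in MLL-ENL2 and far lower medians in MLL-ENL1. For the 12 MHC class II genes, the median log2 ratio to Parental was −5.81 in MLL-ENL1, with all 12 below 0, and −0.80 in MLL-ENL2. For 20 monocyte and macrophage genes it was −5.06 and −0.54, and for 15 interferon-stimulated genes −4.02 and −0.70. In MLL-ENL2, 4 of the MHC class II, 6 of the monocyte and macrophage and 3 of the interferon-stimulated genes lay above 0. With the Parental cells of B3 as reference, the medians of MLL-ENL1 were −3.64, −3.87 and −3.28 in that order. *Rsad2*, an antiviral enzyme gene, was at 0.121 CPM in MLL-ENL1, 11.2 in MLL-ENL2 and 78.3 in Parental, a log2 ratio of MLL-ENL1 to Parental of −9.33 (95% interval −10.46 to −8.41). *Ifit3*, which may share reads with *Ifit3b*, was at 0.175, 36.9 and 285 CPM (log2 ratio −10.67, −11.58 to −9.89). *Cd83*, an activation marker of dendritic cells, was at 0.148, 16.4 and 86.4 CPM (−9.19, −10.19 to −8.35), and *Csf1r*, the receptor gene of the macrophage growth factor M-CSF, at 268, 1020 and 1100 (−2.04, −2.06 to −2.01). The dendritic cell list of 12 genes had a median of −2.01 in MLL-ENL1 (−0.94 against the Parental cells of B3). In MLL-ENL2 its median was 0.30, with 8 genes above 0 and 4 below. That median lay within the central 95% of random lists (−0.37 to 0.54).
Over both batches, none of 20 monocyte, 15 interferon-stimulated, 15 dendritic cell or 18 lysosome genes passed in edgeR between ME-Parental and Parental cells in IL-3 (0 adjusted over the list alone in each). Of them, 18, 14, 9 and 18 lay below 0. With batch as a replicate block, 1 dendritic cell gene was higher.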

MLL-ENL2 and Parental populations expressed higher levels of genes contained in clusters 2 (C2) and 3 (C3), which included immune response-related genes. Additional GO categories were identified using the FastProject tool^39^ for exploration of gene signatures using two-dimensional projections such as PCA. Figure 4g shows that MLL-ENL1 was particularly enriched for gene sets such as “Formation of translation preinitiation complex”, “DNA replication initiation” and “glycine metabolic process”^25,40,41^ which may be associated with the increase in cell cycle gene expression previously shown; and “positive regulation of telomerase activity”, previously reported as a promising target for AML cell eradication^42^.

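By totals, MLL-ENL1 cells were higher than Parental cells in all measured genes of translation initiation, replication initiation, serine and glycine metabolism and telomerase, whereas with DESeq2 size factors *Gins4*, *Psph*, *Mthfd2*, *Dld*, *Eif3h*, *Eif3k*, *Eif4a1* and *Parn* lay below 0 (log2 ratios −0.02 to −0.49). Ranks among 10000 random lists of the same size, matched on mean expression, describe these libraries and are no test, since the groups were drawn from the same transcriptomes. For 22 replication initiation genes the median log2 ratio of MLL-ENL1 to Parental was 2.84 (2.28 with DESeq2 size factors), above all random lists, and for 12 genes of serine, glycine and one-carbon metabolism it was 2.77 (2.20), again above all. For 24 translation initiation factors it was 1.27 (0.70), at the 99.7 percentile of random lists, and for 8 telomerase genes 1.63 (1.06), at the 96.7 percentile and within the central 95% of random lists (−0.39 to 1.72). In MLL-ENL2, where 20, 9, 23 and 7 genes of these lists were measured, the medians were −0.32, 0.03, 0.23 and 0.19. *Cdc45*, part of the replicative helicase, was at 206 CPM in MLL-ENL1, 5.11 in MLL-ENL2 and 4.36 in Parental, a log2 ratio of MLL-ENL1 to Parental of 5.56 (95% interval 5.43 to 5.69). *Phgdh* (ENSMUSG00000053398; chromosome 3, 98313170 to 98339990), which opens the synthesis of serine, was at 88.5, 1.55 and 0.0883 CPM (log2 ratio 9.97, 9.09 to 11.03). *Shmt1*, which turns serine into glycine, was at 113, 4.35 and 3.91 CPM (log2 ratio 4.85, 4.71 to 4.99). *Eif4g1*, the scaffold of the cap-binding complex, was at 172, 140 and 49.1 CPM (log2 ratio 1.81, 1.76 to 1.86). *Dkc1* (ENSMUSG00000031403; chromosome X, 75095854 to 75109777), which encodes dyskerin of the telomerase complex, was at 362, 55.1 and 17.6 CPM (log2 ratio 4.36, 4.30 to 4.43).
In the tested comparison over both batches, 2 of 22 replication initiation genes were higher in ME-Parental than in Parental cells and none was lower (10 adjusted over the list alone, 0 with batch as a replicate block), as was 1 of 12 genes of serine, glycine and one-carbon metabolism (7 adjusted over the list alone). Of 24 translation initiation factors edgeR called 0 (0 adjusted over the list alone, 19 above 0), and of 9 telomerase genes 0 (1 adjusted over the list alone, 9 above 0). The paper proposes that the enrichment of the translation, replication and glycine sets may go with the rise of cell cycle genes.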

Following on from bioinformatic analysis of day 7 cells only, we next explored to what extent these early transcriptomic changes might foreshadow the transcriptional events characteristic of fully transformed MLL-ENL cells adapted to grow long-term in IL-3. We therefore repeated the PCA from Fig. 4b (corresponding to Parental and ME-Parental cells differentiated in IL-3 for 7 days), including the single-cell transcriptomes of MLL-ENL BM and ME-Transformed cells (corresponding to fully transformed MLL-ENL cells). 

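*Elane* transcripts were abundant in MLL-ENL1, ME-Transformed and MLL-ENL BM cells and scarce in MLL-ENL2 and Parental cells. Summed within groups, *Elane* stood at 6990 CPM (95% interval 6970 to 7010) in ME-Transformed and 8490 (8470 to 8520) in MLL-ENL BM, beside 1.02 (0.846 to 1.23) in Parental cells of B2. Across the 143 cells of these 5 groups, PC1 held 33.4% of the variance, with *Elane* the highest loading on the transformed side (0.0882). ME-Transformed cells had a median position of 53.82 (−33.07 to 69.54), MLL-ENL BM cells of 67.51 (15.86 to 76.74) and MLL-ENL1 cells of 28.92 (−17.96 to 54.46). MLL-ENL2 cells had a median of −57.61 (−74.01 to −31.47) and Parental cells of −73.09 (−87.76 to −43.27). All 20 MLL-ENL1 cells were nearer in profile to ME-Transformed than to Parental cells, and 19 of 20 were nearer to MLL-ENL BM, with 0 of 22 MLL-ENL2 cells for both lines. The paper divided these cells by their similarity to Parental cells, so that the counts in part restate the division. The mean profile of MLL-ENL1 had a correlation of 0.807 with ME-Transformed and 0.802 with MLL-ENL BM across 2000 genes, against 0.505 and 0.296 for MLL-ENL2. This PC1 followed the number of genes detected per cell (Pearson r = 0.895 across cells), and the transformed cells come from another batch (B1) than the IL-3 cells (B2).
In the batch sums, *Elane* was at 1810 ± 141 normalised CPM in ME-Parental and 1.44 ± 0.359 in Parental cells after 7 days of IL-3 (SD, n = 2 sums each), a log2 fold change of 10.30 (standard error 1.06, adjusted p = 0.0102).

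**Figure D2:**
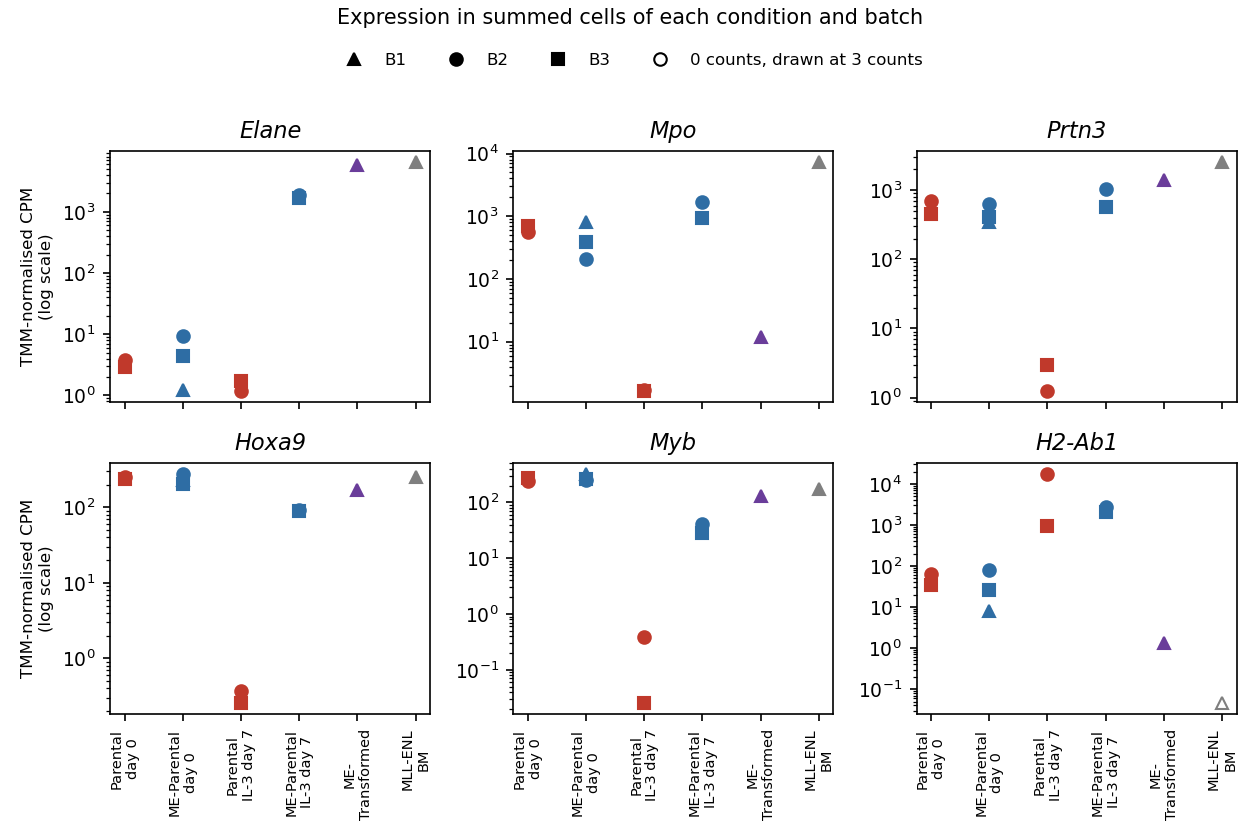
Normalised CPM (vertical axis, log scale) of *Elane*, *Mpo*, *Prtn3*, *Hoxa9*, *Myb* and *H2-Ab1* in each batch sum of 6 groups (horizontal axis). Triangles are sums of B1, circles of B2 and squares of B3, and an open symbol marks a sum without reads, drawn at 3 counts. The *Elane* sums of ME-Parental cells in IL-3 lie near 1810 and those of Parental cells near 1.44.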

As shown in Fig. 4h, only MLL-ENL1 clustered together with MLL-ENL BM and ME-Transformed cells, all expressing the neutrophil marker gene *Elane* (Fig. 4i). By contrast, MLL-ENL2 and Parental cells clustered separately from all the other samples, and expressed high levels of *Cd74*, an antigen-presenting cell marker. 

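*Cd74* (ENSMUSG00000024610; chromosome 18, 60803848 to 60812652) parted the groups in the reverse order of *Elane* and had the largest loading on the Parental side of PC1 (−0.0935). It was at 18300 CPM (95% interval 18300 to 18400) in Parental cells of B2, far above the 223 CPM of MLL-ENL1, a log2 ratio of MLL-ENL1 to Parental of −6.36 (−6.38 to −6.34). The log2 ratio of MLL-ENL2 to Parental was −0.81 (−0.81 to −0.80). In ME-Transformed it was at 86.7 CPM (84.7 to 88.8) and in MLL-ENL BM at 1.67 (1.37 to 2.02). Parental cells of B3 had 3190 CPM (3170 to 3200) and the ME-Parental cells of B3, which are not parted into sub-populations, 7060. Over both batches *Cd74* was at 7020 ± 3550 normalised CPM in ME-Parental and 13300 ± 11300 in Parental cells (SD, n = 2 sums each), a difference that did not pass (log2 fold change −0.93, adjusted p = 0.888).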

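MLL target genes were higher in MLL-ENL1 than in Parental cells of the same culture time, and the AP-1 genes *Fos* and *Junb* were lower. For 16 measured MLL fusion targets and Hoxa cofactors, the median log2 ratio of MLL-ENL1 to Parental was 2.38 (1.82 with DESeq2 size factors), with 14 above 0 and 2 below. The median in MLL-ENL2 was 2.35. *Hoxa9* was at 177 CPM in MLL-ENL1 and 0.318 in Parental, a log2 ratio of 9.12 (95% interval 8.65 to 9.63), and its ratio of MLL-ENL2 to Parental was 6.93 (6.46 to 7.45). *Hoxa10* (ENSMUSG00000000938; chromosome 6, 52231197 to 52240854), its neighbour in the cluster, was at 48.5 CPM in MLL-ENL1, 9.21 in MLL-ENL2 and 0.0971 in Parental (log2 ratio of MLL-ENL1 to Parental 8.96, 8.12 to 9.97, but 4.62 in cells thinned to 50000 counts and 4.40 against the Parental cells of B3), and *Myb* at 81.3, 14.9 and 0.327 (log2 ratio 7.96, 7.49 to 8.47). *Meis1* had a log2 ratio of 2.15 (2.02 to 2.28). In thinned cells the ratios of *Hoxa9*, *Myb* and *Meis1* were 6.83, 5.81 and 1.12. Against the Parental cells of B3 they were 10.18, 12.38 and 7.15.
For 17 immediate early and AP-1 genes the median log2 ratio of MLL-ENL1 to Parental was −1.89, with 13 below 0. *Fos* (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273) was at 30.0 CPM in MLL-ENL1, 383 in MLL-ENL2 and 891 in Parental (log2 ratio −4.89, −4.95 to −4.83), and *Junb* (ENSMUSG00000052837; chromosome 8, 84974484 to 84978718) at 100, 385 and 373 (−1.89, −1.93 to −1.86). *Jund* (ENSMUSG00000071076; chromosome 8, 70698949 to 70700616) was at 4.79, 5.29 and 6.14 CPM (−0.36, −0.55 to −0.17). *Spi1* (ENSMUSG00000002111; chromosome 2, 91082390 to 91115756), which encodes the myeloid master regulator PU.1, was at 646, 974 and 779 CPM (−0.27, −0.29 to −0.25). Against the Parental cells of B3 the log2 ratio of *Spi1* in MLL-ENL1 had the other sign, at 0.52.
Over both batches, 3 of 19 MLL fusion targets were higher in ME-Parental than in Parental cells and none was lower (9 adjusted over the list alone). *Hoxa9* was at 91.2 ± 2.77 normalised CPM in ME-Parental and 0.313 ± 0.0794 in Parental (SD, n = 2 sums each), a log2 fold change of 8.14 (standard error 0.37, adjusted p = 2.0e-04), and *Myb* at 34.8 ± 9.65 and 0.203 ± 0.250 (log2 fold change 7.23, adjusted p = 0.0131). *Meis1* (log2 fold change 1.86, adjusted p = 0.606) and *Hoxa10* (3.91, adjusted p = 0.294) did not pass. Of 18 AP-1 genes edgeR called 0 (0 adjusted over the list alone and with batch as a replicate block), with 12 below 0. In ME-Transformed and MLL-ENL BM, which come from B1 and are set beside these cells without a test, *Fos* was at 308 and 37.0 CPM, *Junb* at 123 and 25.9, *Jund* at 4.29 and 2.06 and *Spi1* at 585 and 426, where Parental cells of B3 had 735, 236, 7.73 and 451. *Meis1* was at 25.8 and 69.2 CPM in the transformed lines and at 5.38 and 0.168 in Parental cells of B2 and B3.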

Known target genes of MLL fusion proteins were elevated in MLL-ENL1 as well as the MLL-ENL BM and ME-Transformed cells, while regulators of myeloid differentiation showed reduced expression (Fig. 4j). 

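The time course was sorted in a further batch, B3, from IL-3 cultures (10 ng/ml) at days 4, 7 and 11, beside the day 0 cells of that batch. It held 63, 66 and 72 Parental cells and 74, 62 and 85 ME-Parental cells at the 3 times. The day 7 cells of this batch are the second sum of the IL-3 comparison given above. Gene counts per cell were lower than in the first IL-3 experiment, with a median over B3 of 574382.5 against 2668244 over B2. At day 4 they ranged from 166461 to 1409883 (median 488556) in Parental and from 124559 to 1308486 (median 563841.5) in ME-Parental. At day 11 they ranged from 212118 to 1120067 (median 612808.5) and from 177655 to 1164800 (median 646406). At day 0 the medians were 492759 in Parental and 552177 in ME-Parental.
The labels do not part the cells of B3 into sub-populations. Each cell was therefore assigned to the nearest of the mean profiles of MLL-ENL1, MLL-ENL2 and Parental cells of B2, by correlation over 1000 variable genes. When each B2 cell was assigned by profiles made without it, 20 of 20 MLL-ENL1, 18 of 22 MLL-ENL2 and 34 of 37 Parental cells got their own label. Day 0 cells have no profile of their own in this scheme, and all 91 ME-Parental and all 85 Parental cells at day 0 fell nearest to MLL-ENL1. Days 4 and 11 were sorted in B3 alone, so that no difference in shares between days is tested.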

To understand the dynamic appearance of the MLL-ENL1 population, we repeated the transcriptomic analysis at days 4, 7 and 11 of differentiation in the presence of IL-3 (Supplementary Fig. 4e). 

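Over the 3 days sampled in IL-3 in B3, cells nearest to MLL-ENL1 made up the largest share of ME-Parental cells at day 4. Among Parental cells they were found at day 4 only. At day 7 of B2 the labels place 20 of 42 ME-Parental cells in MLL-ENL1, so the lower share at day 7 rests on B3 alone. Of ME-Parental cells, 42 of 74 (56.8%, exact 95% interval 44.7 to 68.2) were nearest to MLL-ENL1 at day 4, 7 of 62 (11.3%, 4.66 to 21.9) at day 7 and 22 of 85 (25.9%, 17.0 to 36.5) at day 11. Of Parental cells, the number was 16 of 63 (25.4%, 15.3 to 37.9) at day 4, 0 of 66 at day 7 and 0 of 72 at day 11, which allows shares of up to 5.44% and 4.99%. The intervals of ME-Parental cells at days 7 and 11 overlap. The share of ME-Parental cells with *Elane* at 100 CPM or more, a measure that needs no profile, was 44.6% (33.0 to 56.6) at day 4, 17.7% (9.20 to 29.5) at day 7 and 27.1% (18.0 to 37.8) at day 11. At day 0 it was 1 of 91 cells, and in Parental cells 9 of 63 at day 4 and 0 at days 0, 7 and 11.
The correlation of a cell with the MLL-ENL1 profile minus that with the Parental profile had a median over all ME-Parental cells of 0.225 at day 4, −0.352 at day 7 and −0.401 at day 11, and over all Parental cells of −0.14, −0.452 and −0.454. Among the ME-Parental cells nearest to MLL-ENL1, 30 of 42 (71.4%, exact 95% interval 55.4 to 84.3) had *Elane* at 100 CPM or more at day 4, 6 of 7 (85.7%, 42.1 to 99.6) at day 7 and 21 of 22 (95.5%, 77.2 to 99.9) at day 11. For *Prtn3* the shares were 90.5%, 100% and 100%, and for *Mpo* 40.5%, 57.1% and 54.5%. The intervals of the 3 days overlap for each of these genes. At day 0, 96.7% of the 91 ME-Parental cells had *Prtn3* and 57.1% had *Mpo* at that level. Neither gene at this level thus sets the cells nearest to MLL-ENL1 apart from day 0 cells. In the summed counts of ME-Parental cells, *Elane* was at 1330, 1270 and 1530 CPM at days 4, 7 and 11, *Mpo* at 1420, 695 and 1410, and *Prtn3* at 1180, 423 and 688. In Parental cells at day 4, *Elane* was at 399 CPM (95% interval 393 to 406), *Mpo* at 291 (286 to 297) and *Prtn3* at 408 (401 to 415). At day 7 *Elane* was at 1.01 CPM (0.780 to 1.28), *Mpo* at 0.978 and *Prtn3* at 1.76, and at day 11 *Elane* was at 1.86 (1.48 to 2.30). With k-means clustering in place of profiles, the granulocyte cluster held 62.2%, 12.9% and 27.1% of ME-Parental cells, and 36.5% (24.7 to 49.6), 0% and 0% of Parental cells.

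**Figure D3:**
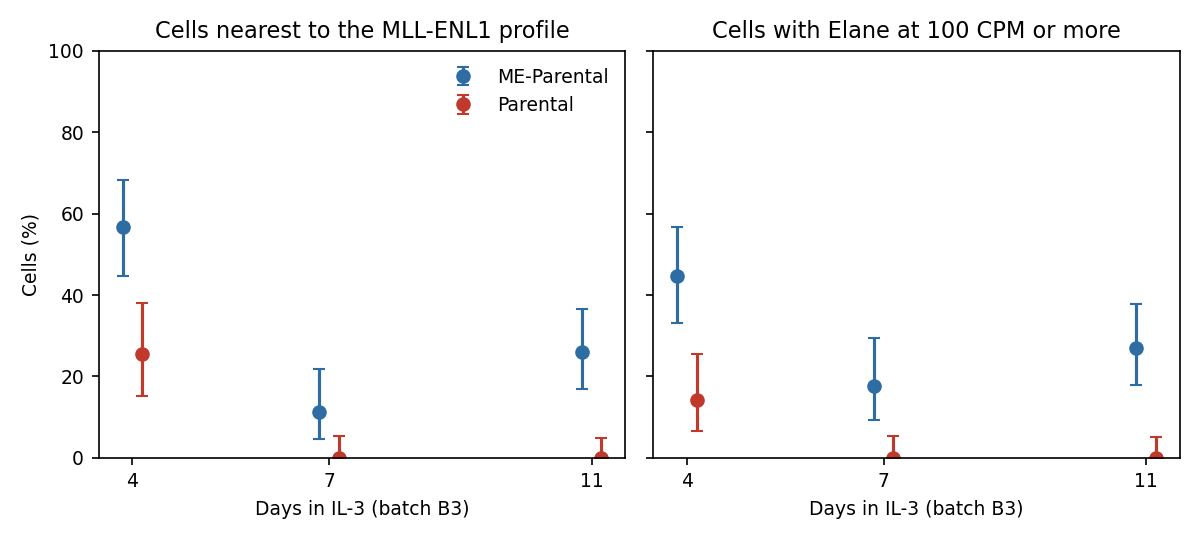
Percent of cells (vertical axes) by day of IL-3 culture (horizontal axes) in batch B3, for ME-Parental (blue) and Parental (red) cells. The left panel gives cells nearest to the MLL-ENL1 profile and the right panel cells with *Elane* at 100 CPM or more. Bars are exact binomial 95% intervals. ME-Parental cells stand at 56.8%, 11.3% and 25.9% on the left and at 44.6%, 17.7% and 27.1% on the right.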

MLL-ENL1 cells can already be distinguished at day 4, but they become more distinct by day 7 and increase in number by day 11.

### Integration with a CRISPR screen identifies candidate targets

Having identified that early molecular changes foreshadow the MLL-ENL preleukaemic transcriptional program, we next explored whether any of these early events represent genetic vulnerabilities associated with MLL-ENL expression by performing a genome-wide CRISPR-Cas9 drop-out screen in both the Parental (Flt3L and β-estradiol dependent) as well as the ME-Transformed cells cultured in IL-3 (Fig. 5a). Cells were transduced with a genome-wide guide RNA (gRNA) lentiviral supernatant containing 90,230 guides targeting a total of 18,424 mouse genes (average of 3–5 guides per gene)^43^. Cell aliquots were harvested at days 6, 10 and 12 post transduction and gRNA representation determined by next-generation sequencing.

**Fig. 5:**
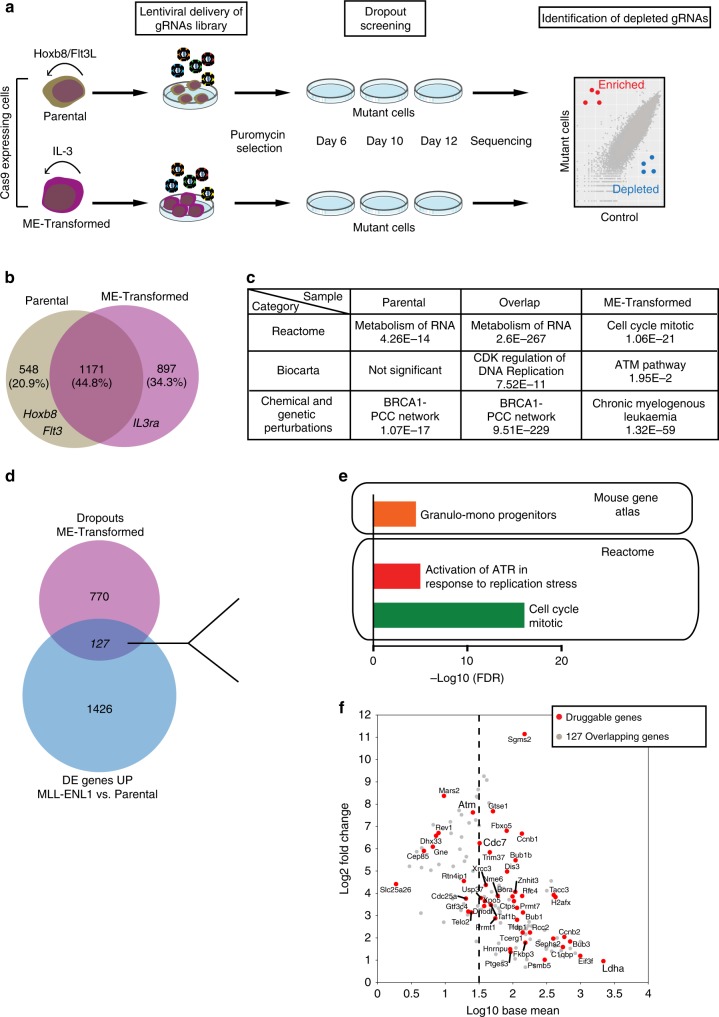
Genome-wide drop-out screens identify new therapeutic targets. **a** Summary of the experimental approach. Parental and ME-Transformed cells were obtained as described in Fig. 1a from Cas9-expressing Hoxb8-FL cells. Then, Parental cells (cultured in self-renewal conditions) and ME-Transformed cells (IL-3 dependent) were infected with a lentiviral pool bearing a genome-wide gRNA library. Forty-eight hours post transduction, puromycin was added in order to select for efficiently infected cells. Cell aliquots were then sampled at days 6, 10 and 12 post infection. DNA was extracted, gRNAs were PCR amplified and subsequent libraries were sequenced. Enriched or depleted gRNAs were determined by comparison to the library used for infection. Depleted guides represent genes whose expression is required for cell survival. **b** Intersection of drop-outs selected with FDR < 0.25 of Parental and ME-Transformed samples. **c** Table showing top significant pathways enriched in each cell subgroup identified in (**b**). The GSEA database was used and an FDR < 0.05 was applied to define a pathway as statistically significant. Individual FDR values are shown. **d** Venn diagram showing intersection between unique ME-Transformed drop-outs and upregulated genes obtained from comparing the transcriptomic profile of MLL-ENL1 and Parental cells (refers to Fig. 4). **e** GSEA analysis of pathways using the 127 overlapping genes identified. An FDR < 0.05 was applied to define a pathway as statistically significant. **f** MA plot showing expression levels of each of the 127 overlapping genes in ME-Transformed cells (expressed as log10) against its difference of expression in the comparison MLL-ENL1 vs. Parental (expressed as log2 of the fold-change). Genes defined as druggable are highlighted in red; genes selected for validation (Supplementary Fig. 5) and further analysis are in bold.

The genome-wide screen, performed using at least two biological replicates per cell line, was analysed using MaGECK^44^ and this revealed 465, 1624 and 1798 depleted genes (FDR < 0.25) for d6, d10 and d12 ME-Transformed cells respectively, in line with the number of drop-outs obtained using an equivalent gRNA library on multiple AML cell lines^43^. As for the Parental cell line, 1123 and 1440 depleted genes were identified for d6 and d10 time points respectively (Supplementary Data 3). Parental cells were also collected at day 12 but not further analysed due to an apparent loss of guide complexity. Notably, *Flt3* and *Il3ra*, key essential genes for the survival of the Parental (dependent on Flt3L) and ME-Transformed (dependent on IL-3) cells, were significantly depleted in the respective screens (*p* values of 2.69E−07 and 8.07E−07 at d6 and d10 respectively for *Flt3* in the Parental cells and 0.1175, 6.32E−05 and 9.55E−05 at d6, d10 and d12 respectively for *Il3ra* in the ME-Transformed cells). Overall, these data confirmed the efficiency of the screen and the biological relevance of drop-out genes.

To identify genetic vulnerabilities specific to the ME-Transformed cells, we merged, for each cell line, drop-out genes from all time points and intersected the resulting gene lists from both cell lines (Fig. 5b, c and Supplementary Data 4). As expected, the 1171 genes that dropped out in both the Parental and ME-Transformed cells showed enrichment for essential biological processes such as “Metabolism of RNA” and “CDK regulation of DNA replication”, and 548 specific genes for the Parental cell line showed enrichment for “Metabolism of RNA” and “BRCA1-PCC network”^45,46^. The 897 genes that dropped out specifically in the ME-Transformed cells on the other hand showed enrichment for gene ontology classifications that included “mitotic cell cycle”, “chromatin organisation”, “ATM pathway” and “Chronic myeloid leukaemia”^47,48^.

To focus on MLL-ENL-specific drop-out genes that are associated with early transcriptional changes, we next compared the 897 MLL-ENL-specific drop-outs with the 1553 differentially upregulated genes between the MLL-ENL1 population (defined following differentiation in IL-3) and the Parental cell line. 

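Supplementary Data 5 lists 127 genes that dropped out in ME-Transformed cells alone and were higher in MLL-ENL1 than in Parental cells. Of these, 121 lay above 0 in ME-Parental against Parental cells after 7 days of IL-3 over both batches, with a median log2 fold change of 0.96 (quartiles 0.53 to 1.57). The paper chose them in part because they were higher in cells of B2 that are in this comparison, so their direction is not independent evidence. In edgeR, 3 of them were higher and none was lower (22 adjusted over the list alone). These were *Ctps*, a CTP synthase gene, with a log2 fold change of 2.61 (standard error 0.28, adjusted p = 0.0121), *Dis3*, a nuclease gene of the exosome, with 3.28 (standard error 0.59, adjusted p = 0.0723), and *Trmt61a*, a tRNA methyltransferase gene, with 2.38 (standard error 0.46, adjusted p = 0.0973, and 0.138 with batch as a replicate block).
*Dhodh* (ENSMUSG00000031730; chromosome 8, 109591343 to 109608673), an enzyme of pyrimidine synthesis, was at 42.2 CPM in MLL-ENL1, 8.07 in MLL-ENL2 and 3.81 in Parental cells of B2, a log2 ratio of MLL-ENL1 to Parental of 3.47 (95% interval 3.32 to 3.62). *Prmt1* (ENSMUSG00000052429), an arginine methyltransferase, was at 56.0, 10.4 and 7.23 CPM (log2 ratio 2.95, 2.84 to 3.06). Over both batches *Prmt1* was at 25.0 ± 5.27 normalised CPM in ME-Parental and 8.50 ± 0.133 in Parental (SD, n = 2 sums each), with a log2 fold change of 1.56 that did not pass (standard error 0.34, adjusted p = 0.133), and *Dhodh* had a log2 fold change of 0.49 (adjusted p = 0.861). Of 31 genes of the ATM and ATR DNA damage response, 1 was higher and none lower (12 adjusted over the list alone), and in MLL-ENL1 their median log2 ratio to Parental was 2.46, with 29 above 0.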

The overlap of 127 shared genes (Fig. 5d and Supplementary Data 5) included genes with potential clinical relevance such as DHODH (currently involved in AML and MDS clinical trials) and PRMT1 (described to play roles in haematological as well as solid cancers and also involved in clinical trials). Overrepresented gene set enrichment analysis (GSEA) categories included “mitotic cell cycle” and “Activation of ATR in response to replication stress” (Fig. 5e). The DDR pathway represents an attractive therapeutic concept in cancer therapy especially in the context of radio- and chemotherapy combinations, as well as synthetic lethal approaches^47^. Moreover, there is pre-clinical evidence that inhibition of DDR mediators, such as ATM and ATR, may represent potential therapeutic strategies for AML^49,50^. Of note, none of these 127 genes were upregulated in Parental cells after 7 days of culture in the presence of IL-3. 

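In Parental cells, most of the 127 genes were lower after 7 days of IL-3 than at day 0. The paper chose them in part as lower in the Parental day 7 cells of B2 than in MLL-ENL1, and these cells make 1 of the 2 day 7 sums here, so that a fall is not independent evidence. Against Parental cells at day 0, 81 of the 127 fell, 1 rose and 45 did not pass (91 lower and 1 higher adjusted over the list alone). Their median log2 fold change was −1.89 (quartiles −2.39 to −1.22), against −0.04 for all genes tested, and 122 lay below 0. Of all genes tested, 16.5% were lower. In ME-Parental cells 15 of the 127 fell and 1 rose (7 and 1 adjusted over the list alone, 25 and 1 with batch as a replicate block). Of all genes tested, 8.0% were lower in ME-Parental cells. The median log2 fold change of the 127 in these cells was −0.70, with 110 below 0. The test of the difference between the 2 responses called 1 higher and 0 lower (2 and 0 adjusted over the list alone, 0 with the block). Among those that fell in Parental cells were *Gtse1*, a regulator of mitosis (log2 fold change −5.01, standard error 1.02, adjusted p = 0.0108), *Ccnb1* (−3.78, standard error 0.85, adjusted p = 0.016), *Dis3* (−3.89, standard error 0.60, adjusted p = 0.00391) and *Ctps* (−3.66, standard error 0.30, adjusted p = 7.3e-04). *Prmt1* fell from 62.6 ± 11.6 normalised CPM at day 0 (SD, n = 2 sums) to 8.50 (log2 fold change −2.88, adjusted p = 0.00183), and *Dhodh* from 51.2 ± 9.95 to 11.2 ± 9.51 (log2 fold change −2.20, adjusted p = 0.0608). The gene that rose was *Sgms2* (ENSMUSG00000050931; chromosome 3, 131318985 to 131491411), a sphingomyelin synthase, with a log2 fold change of 4.95 (standard error 1.59, adjusted p = 0.0533). In the test of Parental cells over all 11941 genes, 2224 rose and 1965 fell, and the total of 4189 was 2089 without the day 0 sum of B2 and 2485 without that of B3.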

We therefore interrogated the “druggability” of the 127 overlapping genes using the Drug Gene Interaction Database (DGIdb)^51^, which reported 47 (37%) genes to be in druggable categories (Fig. 5f and Supplementary Data 5). Taken together therefore, the genome-wide CRISR-Cas9 screen allowed us to identify a number of genetic vulnerabilities that are associated with early transcriptional changes following transformation and are specific to the ME-Transformed cells.

### Validation of *Atm*, *Cdc7* and *Ldha* as candidate drug targets

From the 47 druggable genes, inhibitors were readily available for three genes, allowing us to perform initial validation experiments confirming them as potential therapeutic targets in AML (Fig. 5f). Following confirmation of the genome-wide CRISPR-Cas9 screen by individual gRNA targeting (Supplementary Fig. 5a), we first tested inhibition of the Serine/Threonine Kinase gene (*Atm*), which had been shown before to prolong survival of mice injected with MLL-ENL cells^49^. Inhibition of the Cell Division Cycle 7 gene (*Cdc7*) was another promising target due to its involvement in DNA repair^52^ and studies suggesting its importance in both solid^53^ and liquid cancers^54^. Lactate Dehydrogenase A gene (*Ldha*) had not been explored in AML but overexpression has been implicated in a range of solid cancers^55,56^. Interestingly, we were able to show that high *Ldha* expression also correlated with poor patient survival in the Leukaemia Gene Atlas (LGA) platform (Supplementary Fig. 5b).

To assess the consequences of small molecule-based target gene inhibition, we used colorimetric assays (MTS assay) to determine the IC50. Effects on the ME-Transformed cells were compared to Parental and ME-Parental cells cultured in self-renewal conditions, to take advantage of our sequential stages of transformation and thus assess potential selectivity in targeting the transformed state. As expected from previous reports^49,57^, the ATM inhibitor (ATMi) (AZD0156) consistently caused a marked growth inhibition when measured at both 48 and 72 h (Fig. 6a and Supplementary Fig. 6a). Importantly, the IC50 of 22.9 nM for the ME-Transformed sample at 48 h was sixfold lower compared with the Parental and ME-Parental samples (146.6 and 135 nM respectively). Additionally, this difference increased further after 72 h (14.2-fold decrease of ME-Transformed IC50 value compared to the negative controls), and was highly significant (*p* value < 0.001 at 48 h and <0.0001 at 72 h).

**Fig. 6:**
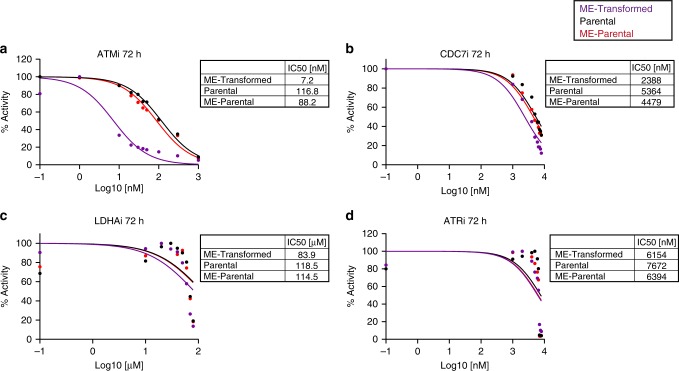
ATMi, CDC7i, LDHAi and ATRi treatments validate the genome-wide CRISPR screen. **a**–**d** Plots showing IC50 fitting curves and IC50 values at 72 h post treatment of Parental, ME-Parental (cultured in presence of Flt3L and β-estradiol) and ME-Transformed (cultured in the presence of IL-3) with inhibitors against ATM (**a**), CDC7 (**b**), LDHA (**c**) and ATR (**d**). Data are shown as mean of biological replicates; *N* = 2 biologically independent experiments. Source data are provided as a Source Data file.

To test potential effects of the CDC7i (PHA-767491), we exposed cells to higher concentrations (2000, 4000, 5000, 6000, 7000 and 8000 nM) since we did not observe effects up to 1000 nM. As shown in Fig. 6b, ME-Transformed had lower metabolic activity and therefore lower IC50, compared to the negative controls (Supplementary Fig. 6b). This difference became more evident after 72 h of treatment: while ME-Transformed IC50 decreased over time, Parental and ME-Parental showed an opposite trend with an increase of IC50s from 48 to 72 h (*p* < 0.001 at 48 and 72 h). To conclude, CDC7i had less impact on cell metabolic activity compared to ATMi but showed inhibitory effects with selectivity for the ME-Transformed cells, thus validating the results of the CRISPR-Cas9 screen.

The third target gene *Ldha* selected for validation codes for a metabolic enzyme that is able to convert pyruvate into lactate. Much higher doses of the LDHAi (GSK 2837808A) compound had to be used to observe an effect compared to previously described ATMi and CDC7i treatments, possibly related to the high *Ldha* expression levels compared with *Atm* and *Cdc7* (Fig. 5f). Nevertheless, the MTS assay confirmed selectivity, because LDHAi caused a reduction in the metabolic activity of ME-Transformed cells compared to Parental and ME-Parental cells 72 h post treatment, with IC50 values of 83.9, 118.5 and 114.5 µM respectively (ME-Transformed vs. Parental *p* value < 0.001 and ME-Transformed vs. ME-Parental *p* value < 0.01) (Fig. 6c and Supplementary Fig. 6c). 

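*Ldha* transcripts exceeded those of *Atm* and *Cdc7* by a wide margin in ME-Transformed cells. *Ldha* (ENSMUSG00000063229; chromosome 7, 46841475 to 46855627), which encodes the A subunit of lactate dehydrogenase, was at 2360 CPM (95% interval 2350 to 2380) in the 32 ME-Transformed cells. *Atm* (ENSMUSG00000034218; chromosome 9, 53439149 to 53536740), a kinase gene of the response to DNA breaks, was at 18.5 CPM (17.5 to 19.4), and *Cdc7* (ENSMUSG00000029283; chromosome 5, 106964322 to 106984432), a kinase gene of replication origin firing, at 25.8 (24.7 to 27.0). The same order held in MLL-ENL BM, with 4110, 17.3 and 56.4 CPM, and in MLL-ENL1, with 1410, 26.5 and 41.4. Against day 0 cells, none of the 3 genes passed in ME-Transformed. *Ldha* was at 1930 normalised CPM and 1210 ± 205 at day 0 (SD, n = 5; log2 fold change 0.67, adjusted p = 0.406), *Atm* at 15.1 and 17.8 ± 10.8 (log2 fold change −0.11, adjusted p = 0.98) and *Cdc7* at 21.1 and 46.0 ± 7.72 (log2 fold change −1.13, adjusted p = 0.452). CPM is not scaled for transcript length, so levels of different genes compare reads, not molecules.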

Overall, these results suggest that our drop-out screen with matched parental and transformed cells has indeed identified drug targets with a potential therapeutic window.

Finally, another compound targeting the DNA repair gene *Atr* was tested. The ATR pathway was a significantly enriched biological process for the 127 genes depleted in the drop-out screen and upregulated at early phases of leukaemogenesis (Fig. 5e). However, the *Atr* gene itself was not significantly depleted in the drop-out screen. Treatment of cells with ATRi (AZD6738) agreed with the results of the screening, showing no specific effect for the MLL-transformed cells. Figure 6d and Supplementary Fig. 6d show the IC50 values obtained after the exposure to ATRi for 48 and 72 h, with no significant difference (*p* value > 0.05) between ME-Transformed and control samples at any of the concentrations tested. ATRi treatment therefore further validated our drop-out screen. Overall, the small molecule inhibitor analysis demonstrated that our integrated analysis of the CRISPR-Cas9 drop-out screens and scRNA-seq analysis provides a useful platform to identify potential therapeutic targets.

## Discussion

MLL translocation fusion proteins represent some of the most commonly used oncogenes for the generation of leukaemia models generated to date. Nevertheless, key questions about the leukaemogenic mechanisms remain unanswered, and contradictions between individual studies highlight the complex interplay of multiple parameters such as type of MLL-r, microenvironment, oncogene delivery method and cellular context. We took advantage of cells conditionally blocked at the multipotent haematopoietic progenitor stage to develop an MLL-r model with a clear clonal relationship between the parental and MLL-leukaemic cells. Through a combination of scRNA-seq coupled with genome-scale CRISPR-Cas9 screening and inhibitor assays, we highlight genes and pathways likely to be crucial during early leukaemogenic evolution of the disease.

How MLL leukaemia can be initiated from different cell types along the haematopoietic hierarchy is still under debate. MLL-driven leukaemic transformation has been described in HSC, CMP, GMP, CLP, MPP and LMPP^5–7,9,18,19,58^. Of note, MLL-ENL was shown not to induce AML in mice when transduced into highly purified HSCs^9^ and require myeloid differentiation for efficient leukaemic transformation^29^, contradicting another study suggesting that the HSC compartment is more susceptible to transformation than GMPs^8^. However, the latter study sorted Lin-c-Kit+Sca-1+CD34− cells, which include HSCs as well as MPPs^13^. Importantly, single-cell molecular profiling studies emphasise the notion that all classical populations purified by flow cytometry display substantial heterogeneity^17,59^, which means that the exact nature of the target cell for transformation will remain obscure when using these conventionally defined populations.

To overcome these limitations, we took advantage of the conditionally blocked in differentiation and cytokine-dependent mouse haematopoietic progenitor cell line Hoxb8-FL^16^ to model MLL-ENL-induced leukaemia, which mirrors the behaviour of classically derived MLL-ENL cell lines both in vitro and in vivo^18,19^, but in addition also shows a clear linear relationship between the parental and transformed states. Of note, our AML model revealed that expression of MLL-ENL only had very limited impact on the transcriptome as well as open chromatin status of the Hoxb8-FL cells as long as they were cultured in multipotent, self-renewal conditions (ME-Parental cells), reminiscent of a previous report suggesting that highly purified HSCs are intrinsically protected against MLL-ENL-mediated transformation^9^. However, MLL-ENL-mediated transcriptional dysregulation was readily captured in our model when ME-Parental cells were exposed to an adequate stimulus, for instance myeloid differentiation^29^, which allowed us to demonstrate that (i) gene expression changes during early myeloid differentiation correspond to immediate activation of the leukaemogenic program, and (ii) some of the transduced cells differentiated normally despite the expression of MLL-ENL, thus enhancing our broader understanding of the cellular permissiveness for AML development.

Our full transcriptome analysis of expression changes associated with early transformation was perfectly suited to being coupled with genome-scale CRISPR drop-out screens to prioritise genes and pathways based on their selective importance for transformed cell growth. This included the DDR (DNA Damage Response) and several metabolic pathways, some of which had already been described in MLL-r frank leukaemia^41,49,60^, but our MLL-ENL model was able to identify their importance also at early phases of transformation. It is important to note that the Parental cells grow faster than the ME-Transformed cells, yet the DNA repair and cell cycle genes identified in here were specific drop-outs in the ME-Transformed cells. These genes were also upregulated in the expression analysis. This can be interpreted as an indication that ME-Transformed cells have adopted a cellular state where cell division (proliferation) is counterbalanced by pushes to differentiate and/or die. Upregulation of genes such as ATM may be required to mitigate the resulting strain, consistent with our observation that even though the ME-Transformed cells express higher levels of these genes, they are nevertheless more sensitive to the inhibitors. Small molecule inhibitors to CDC7 and LDHA showed selective activity in the transformed cells compared with their parental counterparts, although the concentrations of compound required were higher than for the ATM protein, especially in the case of LDHA and in line with previous reports using solid cancer cell lines^61,62^. Future development of more potent inhibitors may unlock the targeting of metabolic pathways as viable treatment strategies in AML.

## Methods

Materials and methods are summarised below, with more detailed experimental protocols provided in Supplemental Information.

### Retroviral production and transduction of Hoxb8-FL cell line

pMSCV-neo retroviral vector, containing human MLL-ENL (hMLL-ENL) cDNA^63^, was digested in order to remove neo resistance. IRES-eGFP sequence was PCR amplified from pMSCV-PIG-IRES-eGFP vector (Addgene) using KAPA HiFi HotStart ReadyMix PCR Kit (KAPA BIOSYSTEMS) and cloned into MSCV-MLLENL. Retroviral production and transduction of Hoxb8-FL cells was performed via spinoculation as indicated in Supplementary Methods, also described in ref. ^64^. Parental and ME-Parental GFP + cells were FACS sorted 6 days after spinoculation using a Melody cell sorter (BD Biosciences). Sorted cells were then cultured typically for 3 more days before performing further experiments.

### Cell culture

Parental cells (Hoxb8-FL cells) were cultured in RPMI 1640 medium (Sigma-R8758) supplemented with 10% fetal bovine serum (FBS) (HyClone^TM^ GE Healthcare), 1% penicillin/streptomycin (Sigma-P0781), 1% l-Glutamine (Sigma-G7513), 0.1% 2-Mercaptoethanol (50 mM stock)(Gibco®), cell culture supernatant from an Flt3L-producing B16 melanoma cell line (5% final concentration) and 1 µM β-estradiol (Sigma-E2758), as originally described^16^. ME-Parental cell line was cultured as Parental cells. ME-Transformed and MLL-ENL BM were cultured in RPMI 1640 medium (Sigma-R8758) supplemented with 10% FBS (HyClone^TM^ GE Healthcare), 1% penicillin/streptomycin (Sigma-P0781), 1% l-Glutamine (Sigma-G7513), 0.1% 2-Mercaptoethanol (50 mM stock) (Gibco®) and 10 ng/ml of recombinant murine interleukin 3 (IL-3) (PeproTech). All cell lines were kept at a concentration of 1–10 × 10^5^ cells/ml and the medium was replenished every 1–2 days.

### Generation of MLL-ENL (ME)-Transformed cell line

Hoxb8-FL cells were transduced with pMSCV-MLL-ENL-IRES-eGFP retroviral vector. ME-Transformed cell line was then generated by serial re-plating on methylcellulose^5^. Briefly, GFP-positive cells were FACS sorted, washed twice and seeded on methylcellulose as for colony-forming assays (see below). Colonies were recovered, washed and re-plated every 7 days. At the third re-plating, colonies were recovered, washed and transferred to liquid culture containing RPMI 1640 medium (Sigma-R8758) supplemented with 10% FBS (HyClone^TM^ GE Healthcare), 1% penicillin/streptomycin (Sigma-P0781), 1% l-Glutamine (Sigma-G7513), 0.1% 2-Mercaptoethanol (50 mM stock) (Gibco®), 10 ng/ml of recombinant murine interleukin 3 (IL-3) (PeproTech), 10 ng/ml of recombinant murine interleukin 6 (IL-6) (PeproTech) and 50 ng/ml of recombinant murine stem cell factor (SCF) (PeproTech). After two passages, SCF was removed from the media and following two more passages, IL-6 was also removed. Finally ME-Transformed cells were cultured long term in the presence of IL-3 only.

### Haematopoietic colony-forming assay

Two hundred GFP-positive MLL-ENL or empty vector-transduced Hoxb8-FL cells (ME-Parental and Parental cells respectively) were FACS sorted in RPMI 1640 with 10% FBS and 1% P/S. Cells were then centrifuged at 300 × *g* for 5 min, resuspended in 100 μl of RPMI 1640 with 10% FBS and 1% P/S and added to 1.1 ml of M3434 Methocult (Stem Cell Technologies). 1.2 ml of methylcellulose-cell mix was plated in 35 mm dishes in triplicate. Cells were cultured at 37 °C with 5% CO_2_. Colonies were counted after 7 days, dissociated in 5 ml of 1× PBS, centrifuged at 300 × *g* for 5 min, re-suspended in 1 ml of RPMI 1640 with 10% FBS and 1% P/S and counted. For subsequent re-plating experiments, 800 cells were re-plated in 1.1 ml of methylcellulose as described above.

### Myeloid differentiation assay

ME-Parental and Parental cells maintained in the presence of Flt3L and β-estradiol were washed twice in 1× PBS and 1 × 10^5^ cells were plated in a six-well plate in 1 ml of myeloid differentiation media. Differentiation media consisted of RPMI 1640 medium (Sigma-R8758) supplemented with 10% FBS (HyClone^TM^ GE Healthcare), 1% penicillin/streptomycin (Sigma-P0781), 1% l-Glutamine (Sigma-G7513), 0.1% 2-Mercaptoethanol (50 mM stock) (Gibco®) and either 5% Flt3L conditional media, or 7 ng/ml mGM-CSF (PeproTech) or 10 ng/ml mIL-3 (PeproTech). Cells were cultured at 37 °C and 5% CO_2_. Cells were kept in differentiation media for 7 days, and both suspension and adherent cells were counted at days 4 and 7 and diluted to 5 × 10^5^ cells/ml if necessary.

### Flow cytometry and sorting strategies

Cells were centrifuged at 300 × *g* for 5 min, washed twice in 1× PBS and incubated in 50 μl Fc-block (BioLegend) at room temperature for 5 min. Following blocking step, 50 μl of antibody mixture diluted in FACS buffer (1× PBS plus 2%FBS) was added and samples were incubated for 30 min at 4 °C. In parallel, single staining controls using UltraComp eBeads™ Compensation Beads (Thermo Fisher) and Fluorescence Minus One (FMO) were prepared.

Single-cell sorting for Smart-Seq2 was performed using an Influx cell sorter (BD Biosciences, San Jose, CA). Cells were sorted into lysis buffer and processed as described below. The LSRFortessa (BD Biosciences) was used to analyse the cells. The flow cytometry data were analysed using FlowJo software v10.6.1 (Treestar, Ashland, OR).

Antibodies used are listed in Supplementary Methods.

### Cell cycle analysis

Cells were centrifuged at 300 × *g* for 5 min and stained in 500 μl of 20 μg/ml Hoechst 33342 (Biolegend) for 45 min at 37 °C. Cells were then centrifuged at 300 *×* *g* for 5 min at 4 °C, washed in cold medium and resuspended in 500 μl of cold medium in addition with 7-aminoactinomycin D (Thermo Fisher Scientific) (1:125). The LSRFortessa (BD Biosciences) was used to run and analyse the cells.

### Single-cell RNA sequencing (scRNA-seq)

Cells were single-cell sorted by FACS directly into individual wells of a 96-well plate containing lysis buffer and processed using Smart-Seq2 protocol^20^. Libraries were prepared from ~150 pg of DNA using the Illumina Nextera XT DNA preparation kit. Pooled libraries were run on the Illumina HiSeq 4000, then raw reads were aligned to *Mus musculus* genome (GRCm38.81) using G-SNAP (version 2015-09-29) with the following parameters: –B 5 –n 1 –N 1 –Q. HTSeq-count (version 0.6.0) was run to assign mapped reads to Ensembl genes (GRCm38.81).

### ATAC-seq

Three pools of 50,000 ME-Parental and Parental cells each, cultured in the presence of Flt3L and β-estradiol, were bulk sorted into 1.5 ml tubes and processed following the established ATAC-seq protocol^28^. Samples were sequenced on the Illumina HiSeq 4000. Reads were aligned to *Mus musculus* genome (GRCm38.81) using Bowtie2 (v2.2.5), obtaining 55% of unique mappable reads. Peak calling was run using F-Seq^65^ (v3) with the following parameters: -t14, -f1. Peaks called for either Parental or ME-Parental were considered for further analysis. MA plots for comparison between Parental and ME-Parental were obtained using DESeq2^66^ (v1.26.0).

### In vivo injection of ME-Transformed cell line

For tumour induction, 5 × 10^5^ ME-Transformed or Parental cells (CD45.1+), together with 2 × 10^5^ CD45.2+ total bone marrow cells were injected via tail-vein injection into lethally irradiated C57BL/6J mice. Ten mice were used in total: five mice injected with ME-Transformed cells and five mice with Parental cells. Blood samples were taken on days 7, 14, 21 and 31 post transplantation and chimaerism levels were assessed via flow cytometry using GFP, CD45.1^+^ (Biolegend, clone A20) and CD45.2^+^ (Biolegend, clone 104) staining.

### Mice

Six-week-old female C57BL/6J mice were bred and maintained at the University of Cambridge in microisolator cages and provided continuously with sterile food, water, and bedding. All mice were kept in specified pathogen-free conditions, and all procedures were performed according to the United Kingdom Home Office regulations.

### CRISPR-Cas9 screening

CRISPR-Cas9 genome-wide screening was performed following the methodology described by Tzelepis et al.^43^. Briefly, Cas-9 expressing cells were generated first by lentiviral transduction using pKLV2-EF1aBsd2ACas9-W and blasticidin (10 µg/ml) selection applied 2 days post infection. In order to perform CRISPR-Cas9 screening, Cas-9-expressing cells were infected with genome-wide gRNA lentiviral supernatant. Forty-eight hours post transduction, cells were selected with puromycin. Selected cells were harvested at days 6, 10 and 12 post infection, DNA was extracted and gRNAs libraries were generated for Illumina sequencing (HiSeq2500).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The genome-wide CRISPR screening and exome sequencing data referenced during the study have been deposited in the European Nucleotide Archive (http://www.ebi.ac.uk/ena) with numbers ERP118720 and ERS529672 and ERP117027. scRNA-seq and ATAC-Seq data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession numbers GSE140807 and GSE141353, respectively. Normal bone marrow HSPC dataset published by Dahlin et al.^24^ was obtained from GEO database, accession number GSE107727. The source data underlying Figs. 1b–g, 3b–d, 6a–d and Supplementary Figs. 3a–c, 5a, 6a–d are provided as a Source Data file. All the other data supporting the finding of this study are available within the article and its supplementary information files and from the corresponding authors upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

## Source Data

Source Data

# Supplementary material for: Dissecting the early steps of MLL induced leukaemogenic transformation using a mouse model of AML
**Source:** Nat Commun. 2020 Mar 16;11:1407. doi: 10.1038/s41467-020-15220-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Exome Genome Sequencing Results.** This file contains relevant information about the mutations found in the different samples.

File Name: Supplementary Data 2

Description: **Differentially expressed genes in MLL-ENL1 and MLL-ENL2 populations.** Complete results of the different combinations of comparisons for the differentially expressed genes between MLL-ENL1, MLL-ENL2 and Parental cells obtained using DESeq2.

File Name: Supplementary Data 3

Description: **CRISPR-Cas9 screening Results.** Full results of CRISPR-Cas9 screening, including counts for each guide and gene for each time point of each experiment and cell type included in the analysis.

File Name: Supplementary Data 4

Description: **Comparison of Parental and ME-Parental results for CRISPR-Cas9 screening.** Summary of drop-out results for Parental and ME-Transformed cells. Also contains full results for Figure 5B.

File Name: Supplementary Data 5

Description: **Putative druggable genes specific for ME-Transformed cells.** Includes the full results for the comparison of specific ME-Transformed drop-outs and MLL-ENL1 specific upregulated genes (related to Figure 5C i)) and the full list of putative druggable genes and their categories (related to Figure 5C iii)).

File Name: Source Data

Description: **Source Data.** Contains the raw data underlying Figures 1B, 1D, 1F, 1G, 3B, 3C, 3D, 6A, 6B, 6C, 6D and Supplementary Figures 3A, 3B, 3C, 5, 6A, 6B, 6C and 6D.

How the deposited data were processed for this re-analysis (not part of the article)

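Single cells were sorted into 96-well plates and their transcriptomes made with Smart-Seq2 and Nextera XT and sequenced on an Illumina HiSeq instrument. As deposited by the authors, the values are raw read counts per Ensembl gene and cell: the reads had been aligned to the mouse genome GRCm38 with G-SNAP and assigned to genes with HTSeq-count 0.6.0, with no scaling between cells. The table has 46078 genes and 1000 cells, and no row for GFP, the human MLL-ENL transgene or spike-ins, whose reads were not analysed here. Whether the counting used the strand, and which cells the authors removed first, are not stated in the sources used. Gene symbols and coordinates come from GENCODE M21, on the same build, which names 45143 of the gene IDs, and 9 more were named from Supplementary Data 2. The remaining 926 have no symbol. *Prmt1*, *Ctps*, *Dis3* and *Gtse1* are given without coordinates.

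Counts per cell ranged from 124559 to 5333605 (median 862105.5), with a median of 2154383 in the 73 cells of B1, 2668244 in the 329 of B2 and 574382.5 in the 598 of B3. Between 1976 and 11576 genes were detected per cell. No unique molecular identifiers were used, so Poisson and binomial intervals cover counting error only and are narrower than the spread between cultures. Between batch sums of a condition the chi-square per degree of freedom was 140.2 to 1623.2, far above the value of 1 that counting error alone would give. The labels name a condition and a batch for each cell and no culture. The column names of 32 cells call them ME-Preleukaemia where their titles say ME-Transformed, and the titles were followed.

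The counts of the cells of a condition in a batch were added to give 19 sums over 14 conditions. Comparisons used edgeR 4.0.16 in R 4.3.3 (TMM normalisation, quasi-likelihood F-test, two-sided), with all sums in 1 fit without a batch term and 5 residual degrees of freedom. The 11941 genes with at least 5 CPM in at least 2 sums were tested, at a Benjamini-Hochberg adjusted p under 0.1, and every adjusted p of a fold change is from edgeR unless another tool is named. The median trended dispersion was 0.234. Standard errors of log2 fold changes were obtained as the fold change over the square root of F. The tests were day 0 ME-Parental against Parental, the same after 7 days of IL-3, day 7 against day 0 in each genotype, the difference between these responses, and ME-Transformed and MLL-ENL BM each against all day 0 cells. The last 2 share their controls, and their groups have 1 sum each, which is assumed to vary like the others. Batches link the sums of different conditions: the deviations of B2 from B3 correlated between conditions with r of 0.112 to 0.292 across 11941 genes, which are not independent. The fit was therefore repeated with batch as a replicate block, with 3 residual degrees of freedom.

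Normalised CPM are TMM-scaled, given as mean ± SD over sums. Elsewhere CPM of summed counts are given. MLL-ENL1 and MLL-ENL2 were compared as log2 ratios of CPM of sums without a test, with exact binomial intervals, and medians of gene lists were ranked among 10000 random lists of genes within 50 ranks of mean expression. These ranks are no test, since the groups were drawn from the same transcriptomes, and are given for some lists only. The 28 gene lists, the tests and the rule for named genes were fixed before the data were examined. One of the lists holds genes that the paper names from these cells and another the 127 genes of its overlap, both chosen by the study in part on these data. Named genes are those the paper names, members of the lists, and per comparison the 12 genes with the largest change in each direction among those that passed with a mean CPM of at least 20 and moved alike in every pair of sums. For the untested ratios, these are the 12 largest in each direction with at least 50 CPM in either group. A ratio against 0 counts is a bound at 3 counts over the group. Among list members with smaller changes, the examples were picked after their values were seen. Results for some genes are not reported here. Principal components used 1000 variable genes and profile similarity 2000 genes (Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, scikit-learn 1.9.0). Cells of the time course were assigned to the B2 profile with the highest Pearson correlation.

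The alternatives tried were DESeq2 size factors in edgeR, the DESeq2 1.42.0 Wald test, limma 3.58.1 voom with sample quality weights, no filter on low counts (32475 genes), only the compared conditions, cells thinned to 50000 counts, an adjusted p under 0.05, and each sum left out in turn. For cells, the number of variable genes, thinning, the added constant and the correlation or clustering method were varied. Tested on simulated data, in which 100 genes per comparison were changed 64-fold, between 71 (difference of responses) and 90 (day 0) were recovered. Of 100 genes changed 4-fold, between 7 and 36 were recovered, and in every case the sign was right. Both sets were changed together, so recovery where few genes change could be lower.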

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

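Of the tests of explanations in this part, those on the share of cells with *H2-Ab1* and on the genes of the cell cycle lists were set before their results were seen, and all others only after.

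The change from day 0 to day 7 of IL-3 differed between ME-Parental and Parental cells in 37 genes by a test of the difference itself (edgeR), 36 higher and 1 lower, with 858 at an unadjusted p under 0.05. With batch as a replicate block 14 genes were called, 12 of them shared, and limma called 0 (1222 at an unadjusted p under 0.05). DESeq2's Wald test called more, 263 higher and 97 lower, as did edgeR without the filter on low counts, with 157 higher and 28 lower. The 37 became 7 without the day 0 sum of B3 of ME-Parental or that of B2 of Parental, 11 and 13 without the ME-Parental day 0 sums of B2 and B1, 14 without the ME-Parental day 7 sum of B2, and 16 without the Parental day 0 sum of B3. They became 79 and 123 without the day 7 sums of B3 of ME-Parental and of Parental. The largest log2 difference was 10.78 for the transporter gene *Slco4a1*. Among granule and promyelocyte genes it was 10.02 for *Mpo*, 9.74 for *Elane*, 9.65 for *Ms4a3*, 9.07 for *Prss57*, 8.91 for *Prtn3*, 8.2 for *Lcn2* and 8.17 for *Ctsg*. It was 8.17 for *Hoxa9*, 7.9 for *Angptl4*, 7.56 for *Trp53i11*, 7.51 for *Ubash3a* and 7.09 for *Myb*. With the block, *Ctsg* (adjusted p = 0.179), *Trp53i11* (0.343) and *Myb* (0.185) were no longer called. By list, 7 of 15 primary granule genes were higher (10 higher and 1 lower adjusted over the list alone), as were 3 of 19 MLL fusion targets (4 adjusted over the list alone, 1 with the block).

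MLL-ENL BM cells carried Y-linked transcripts, which the paper does not discuss: *Ddx3y* at 49.9 CPM, *Kdm5d* at 37.5, *Eif2s3y* at 150.0 and *Uty* at 46.5. *Ddx3y* was at 0.294 CPM or less in every other group, and *Xist* was at 0.744 CPM in MLL-ENL BM and 262 in ME-Transformed.

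Parental cells after 7 days of IL-3 had far less MHC class II transcript in B3 than in B2, with a median log2 ratio of −4.04 over 12 genes (quartiles −4.74 to −2.77). The lower depth of B3 is argued against, since with all cells thinned to 50000 counts the median was still −3.55 (−4.03 to −2.42). A smaller share of antigen-presenting cells may account for it: 25.8% of B3 cells (17 of 66, exact 95% interval 15.8 to 38.0) had *H2-Ab1* above 101.9 CPM, the lowest 0.1 of the B2 cells, where the summed ratio needs 3.88%, although that level turned out low and the median per cell was 15122.9 CPM in B2 and 2.5 in B3. At or above 0.5 times the B2 median, a level chosen after, lay 4.5% of B3 cells and 67.6% of B2 cells. A difference in culture or handling between the batches cannot be told apart from this, as ME-Parental cells were also lower in B3, by less (median −1.04, quartiles −1.29 to −0.09).

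Some Parental cells at day 4 were nearest to MLL-ENL1, as were all day 0 cells. That all of them had kept the day 0 state is argued against, since 56.2% of these 16 cells (9 cells, exact 95% interval 29.9 to 80.2) had *Elane* at 100 CPM or more, and 0 of 85 Parental cells at day 0 had, and with day 0 as a further profile 14 of 63 Parental day 4 cells were still nearest to MLL-ENL1. *Mpo* and *Prtn3* at that level do not speak for a state newly entered, as they were found in 63.5% and 97.6% of Parental cells at day 0 and in 31.2% and 75.0% of the 16 cells. That shared cell cycle genes decide the assignment is argued against too, since 23.8% (14.0 to 36.2) of Parental day 4 cells were still nearest to MLL-ENL1 without 17 genes of the cell cycle lists, and 25.4% (15.3 to 37.9) without 191 genes, among them every gene that followed these lists across day 0 cells of B2 (Pearson r above 0.2). Day 4 was sorted in 1 batch, so a difference between cultures is open.

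*Mpo* was at 14.4 CPM in ME-Transformed and 9540 in MLL-ENL BM, a log2 ratio of −9.37, with 1 of 32 and 31 of 32 cells at 100 CPM or more. Poor capture of granule transcripts is argued against, since the median log2 ratio of the other 14 primary granule genes was −0.86 (quartiles −2.13 to −0.17). Whether ME-Transformed cells stand at a later stage of maturation stays open: the late neutrophil granule genes had a median log2 ratio of 1.69 with quartiles of −0.89 to 3.70, which go both ways. The lines differ in origin, since MLL-ENL BM cells derive from bone marrow progenitors and ME-Transformed cells from Hoxb8-FL. Whether this accounts for the difference in *Mpo* was not tested.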

How the results depend on the processing

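The alternatives were set before the data were examined, except for 3 chosen after seeing the data for the time course: day 0 as a further profile, leaving out the cell cycle lists, and leaving out the genes that follow them as well. A count was taken as kept within 1.5 times its value, a correlation within 0.1 and a share within its interval. The PC1 order of groups and the similarity of day 7 cells to the transformed lines kept their values in this sense under all alternatives. Single correlations given below were the exception. The shares of MLL-ENL1-like cells at days 4, 7 and 11 were also kept. With day 0 as a further profile, 0 of 91 ME-Parental and 0 of 85 Parental day 0 cells of B3 were nearest to MLL-ENL1. DESeq2 size factors moved no count by over 1.5 times. The counts of genes depend on the tool. The fit has 5 residual degrees of freedom and 1 to 3 sums per group, and B3 has far fewer counts per cell. Whether these account for the dependence was not tested.

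By DESeq2's Wald test the genes called were 50 at day 0, 843 for ME-Parental against Parental in IL-3 (612 higher, 231 lower), 360 for the difference of responses, 2159 for ME-Transformed (1244 and 915) and 2054 for MLL-ENL BM, where the lower genes outnumbered the higher (903 and 1151). By limma-voom they were 45 in IL-3 (22 higher and 23 lower, where edgeR had 99 and 8), 0 for the difference of responses, 2701 for ME-Transformed and 2137 for MLL-ENL BM. Without a filter they were 10 at day 0, 351 in IL-3, 185 for the difference of responses and 1856 for MLL-ENL BM. With the replicate block they were 70 in IL-3 (55 shared), 14 for the difference of responses and 913 for ME-Transformed (606 shared). An adjusted p under 0.05 left 57 in IL-3 and 806 for MLL-ENL BM. With only the compared conditions, 10 were called in IL-3, ME-Transformed had 770 higher and 691 lower genes (1039 and 356 in the main fit), and in MLL-ENL BM the lower genes again outnumbered the higher (642 higher and 861 lower). Leaving out 1 sum at a time gave 0 at day 0, 57 to 324 genes in IL-3, 2089 to 3581 for Parental and 1361 to 2840 for ME-Parental cells at day 7 against day 0, 7 to 123 for the difference of responses, 842 to 1457 for ME-Transformed and 689 to 1283 for MLL-ENL BM. The cause was not tested, beyond the fewer genes or sums of some settings.

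Of 328 calls on named genes, 307 kept their side of the threshold with DESeq2, 280 with limma, 301 with the replicate block, 312 without a filter and 302 at an adjusted p under 0.05. Only 1 turned with a call (Kit, IL-3 response of ME-Parental against that of Parental): its value ranged from −1.15 to 5.32 when 1 sum was left out, and 5.32, without the Parental day 7 sum of B3, had an adjusted p of 0.0649. Among untested values, the primary granule median of MLL-ENL1 against Parental, 8.97, was 4.83 in thinned cells and 6.31 against the Parental cells of B3. Against these cells *Cd34* turned from −1.41 to 6.63 and *Flt3* from −4.39 to 0.09. With 500 genes, the correlations of Parental cells turned to −0.04 (IL-3 of B2 with MLL-ENL BM), −0.052 (GM-CSF with ME-Transformed) and −0.094 (GM-CSF with MLL-ENL BM). Of the results for gene lists, 2390 kept and 521 moved, and of the remaining results 374 kept, 350 moved and 5 turned. The alternatives for transgene reads were not run, since these reads were not analysed here.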

Differences from the paper's values

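The paper's log2 fold changes come from DESeq2 with cells as replicates, in Supplementary Data 2, and its errors are standard errors of the fold change. The values here are log2 ratios of CPM of summed cells of the same groups. Of 20 genes compared for MLL-ENL1 against Parental, 16 lay within the paper's error, of 16 for MLL-ENL2 against Parental 11, and of 12 for MLL-ENL1 against MLL-ENL2 10. The copy of the supplement used here held 1998 of 10862, 1997 of 10266 and 932 of 10534 genes of these comparisons, and genes beyond it were not compared. All alternatives named in this part were set before the data were examined.

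For MLL-ENL1 against Parental, the paper gives 6.44 (error 0.98) for *Meis1*, where the value here is 2.15. The Parental cells of B3 as reference bring it within the error (7.15), while mean per-cell CPM (1.50), thinned cells (1.12) and DESeq2 size factors (1.58) do not. For *Npm1* the paper gives 1.83 (0.24) and the value here is 2.08. Mean per-cell CPM (1.98) and thinned cells (1.78) come within the error, DESeq2 size factors (1.52) and the B3 reference (2.79) do not. For *Atm* the paper gives 7.63 (1.55) and the value here is 3.24, with no alternative within the error (2.67 to 4.59). For *Cdc7* the paper gives 6.25 (1.4) and the value here is 2.39. The B3 reference comes within the error (4.98), and the other alternatives (1.78 to 1.92) do not.

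For MLL-ENL2 against Parental, no alternative came within the paper's error in any of 5 genes. The paper gives 0.51 (0.28) for *Cd34*, 5.42 (1.04) for *Meis1*, 4.1 (0.95) for *Hoxa10*, 4.58 (0.83) for *Kit* and 4.29 (0.75) for *Myb*. The values here are −0.46, 2.13, 6.57, 6.74 and 5.51, and they range over the alternatives from −0.78 to −0.14, from 0.75 to 1.96, from 2.33 to 6.60, from 5.88 to 6.96 and from 2.49 to 5.50. For MLL-ENL1 against MLL-ENL2, the paper gives 6.37 (1.66) for *Atm* and 7.02 (1.21) for *Cdc7*. The value here is 2.81 for both, with no alternative within the error (2.41 to 3.14 and 2.41 to 3.17).

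The paper states that none of the 127 overlap genes rose in Parental cells after 7 days of IL-3. Here 1 did, *Sgms2* (log2 fold change 4.95, adjusted p = 0.0533, and 0.0738 with the replicate block), while 81 fell. The paper describes MLL-ENL1 cells as clearer by day 7 and more numerous by day 11. In the assignment used here, their share of ME-Parental cells in B3 was 56.8% at day 4, 11.3% at day 7 and 25.9% at day 11. Within B3 it rose from day 7 to day 11, and stood below day 4 at both. At day 7 of B2 the labels place 20 of 42 ME-Parental cells in MLL-ENL1. Both steps thus depend on which batch stands for day 7. A share does not measure how clearly the cells are set apart. The paper found no difference between ME-Parental and Parental cells at day 0, and its Fig. 2 shows 47 Parental and 55 ME-Parental cells. The sums used here also hold 85 Parental and 91 ME-Parental day 0 cells of B3, so the groups are not the same. Here edgeR called 0 genes (133 at an unadjusted p under 0.05), as did limma (418) and the replicate block (160), while DESeq2 on batch sums called 50 and edgeR without a filter 10.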

Other observations

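The hypotheses tested stand above with the results they concern, and the values in this part carry no explanation. After a week of IL-3, most monocyte and macrophage, interferon-stimulated and lysosome genes were higher than at day 0 in both genotypes. Of 20 monocyte and macrophage genes, 19 rose in Parental cells and 19 in ME-Parental cells, and none fell. All 15 interferon-stimulated genes rose in both (median log2 fold change 8.89 in Parental and 6.78 in ME-Parental), and 18 and 17 of 18 lysosome genes. The complement gene *C1qb* was at 2200 ± 1860 normalised CPM in Parental cells at day 7 and 0.242 ± 0.166 at day 0 (SD, n = 2 sums each; log2 fold change 13.26, adjusted p = 0.0083). Of 18 immediate early and AP-1 genes, 12 rose in Parental and 10 in ME-Parental cells (14 and 10 adjusted over the list alone). Of 13 cytokine receptor genes, 9 rose and 1 fell in Parental, and 8 rose and 1 fell in ME-Parental (10 and 1, and 8 and 1, adjusted over the list alone). Of 12 MHC class II genes, 8 and 9 rose, of 15 dendritic cell genes 10 and 11, and of 11 p53 target genes 6 and 6 (7 and 9 adjusted over the list alone), while 1 dendritic cell and 1 p53 target gene fell in Parental cells.

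Members of several lists linked to growth fell in Parental cells, in shares that differed between the lists. Of 22 mitotic genes, 14 fell in Parental and 0 in ME-Parental cells (19 and 0 adjusted over the list alone, 20 and 3 with batch as a replicate block), of 22 replication initiation genes 19 and 8, of 16 ribosome biogenesis and Myc target genes 11 and 5, of 12 genes of serine, glycine and one-carbon metabolism 8 and 6, of 24 translation initiation factors 9 and 3, of 9 telomerase genes 7 and 2, and of 31 ATM and ATR genes 19 and 10. Whether these lists differ between the genotypes was tested by the difference of responses. In this test edgeR called 1 ATM and ATR gene, 1 gene of serine and glycine metabolism and 0 in each of the others. With the block, 0 ATM and ATR genes and 1 gene of serine and glycine metabolism were called. Adjusted over the list alone, the calls were 8 ribosome biogenesis, 3 replication initiation, 1 telomerase, 0 mitotic and 0 translation initiation genes. Of 18 lymphoid genes, 11 fell and 3 rose in Parental and 8 fell and 3 rose in ME-Parental cells, with *Rag2* at 95.2 ± 7.73 normalised CPM in Parental cells at day 0 and 0.0565 at day 7 (log2 fold change −10.41, adjusted p = 0.0021). Of 15 primary granule genes, 8 fell and 3 rose in Parental cells (10 and 3 adjusted over the list alone, 9 and 2 with the block), and none fell and 5 rose in ME-Parental cells (3 and 6 adjusted over the list alone, 1 and 4 with the block). All 8 late neutrophil granule genes rose in ME-Parental cells (7 with the block), and 2 rose and 1 fell in Parental cells. Over all genes, 1839 rose and 955 fell in ME-Parental cells, and this total of 2794 was 1361 without the day 7 sum of B3 and 1823 without the day 0 sum of B3.

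In the transformed lines against day 0, 13 of 15 interferon-stimulated genes were higher in ME-Transformed (15 adjusted over the list alone, 9 with the block) and 3 in MLL-ENL BM (4 adjusted over the list alone, 0 with the block). Of 18 lysosome genes, 12 and 5 were higher (7 and 2 with the block), of 16 glycolysis genes 2 and 6 (0 and 2 with the block), of 11 p53 target genes 4 and 4 (4 and 0 with the block), and of 13 cytokine receptor genes 7 and 4 (5 and 2 with the block), with 1 lower in each line. *Ldha* was at 3130 normalised CPM in MLL-ENL BM (log2 fold change 1.37, adjusted p = 0.0763, and 0.359 with the block). Of 7 stem and multipotent progenitor genes, 1 was higher and 1 lower in ME-Transformed (0 and 1 with the block) and 1 lower in MLL-ENL BM (1 with the block). *Hoxb8* was lower in MLL-ENL BM (log2 fold change −6.60, adjusted p = 0.0258, and 0.0414 with the block) and not called in ME-Transformed. Day 0 and ME-Transformed cells derive from Hoxb8-FL, which carries a *Hoxb8* transgene, whereas MLL-ENL BM cells derive from bone marrow progenitors. Reads of the transgene were not told apart from those of the endogenous gene, so the *Hoxb8* values do not measure silencing. Of the sex-linked genes only *Xist* passed the filter of 5 CPM in at least 2 sums, since the Y-linked genes reached that level in the single sum of MLL-ENL BM alone.

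In ME-Parental against Parental cells after IL-3, edgeR called 0 of 3 erythroid, 3 megakaryocyte, 2 eosinophil, 7 stem and 11 p53 target genes. Adjusted over the list alone, 1 erythroid and 1 stem gene were higher, and 0 megakaryocyte, eosinophil and p53 target genes were called. Of 16 glycolysis genes edgeR called 0 (4 adjusted over the list alone, 1 with the block). Of 16 ribosome biogenesis genes it called 0 (9 adjusted over the list alone), and of 2 mast cell and basophil genes 1 (0 with the block). Of 31 genes that the paper names from these cells, a list that is not independent of them, 5 were higher and none was lower (10 adjusted over the list alone).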
